# A PRMT5-ZNF326 axis mediates innate immune activation upon replication stress

**DOI:** 10.1126/sciadv.adm9589

**Published:** 2024-06-05

**Authors:** Phuong Mai Hoang, Denis Torre, Patrick Jaynes, Jessica Ho, Kevin Mohammed, Erik Alvstad, Wan Yee Lam, Vartika Khanchandani, Jie Min Lee, Chin Min Clarissa Toh, Rui Xue Lee, Akshaya Anbuselvan, Sukchan Lee, Robert P. Sebra, Martin J. Walsh, Ivan Marazzi, Dennis Kappei, Ernesto Guccione, Anand D. Jeyasekharan

## Abstract

DNA replication stress (RS) is a widespread phenomenon in carcinogenesis, causing genomic instability and extensive chromatin alterations. DNA damage leads to activation of innate immune signaling, but little is known about transcriptional regulators mediating such signaling upon RS. Using a chemical screen, we identified protein arginine methyltransferase 5 (PRMT5) as a key mediator of RS-dependent induction of interferon-stimulated genes (ISGs). This response is also associated with reactivation of endogenous retroviruses (ERVs). Using quantitative mass spectrometry, we identify proteins with PRMT5-dependent symmetric dimethylarginine (SDMA) modification induced upon RS. Among these, we show that PRMT5 targets and modulates the activity of ZNF326, a zinc finger protein essential for ISG response. Our data demonstrate a role for PRMT5-mediated SDMA in the context of RS-induced transcriptional induction, affecting physiological homeostasis and cancer therapy.

## INTRODUCTION

Replication stress (RS) is defined as the perturbation of DNA replication, which results in stalled or collapsed replication forks (*1*). RS represents a major source of endogenous DNA damage during cell division, leading to the activation of the DNA damage response (DDR). The failure to repair such lesions affects genome integrity and has major consequences for both physiological cell homeostasis and cancer growth, as well as its potential eradication. Although RS plays a major role in malignant transformation, it is also exploited to the detriment of cancer (*2*–*4*). Examples of cancer therapeutics that induce or exacerbate RS include chemotherapeutics such as nucleoside analogs (*5*–*7*), hydroxyurea (HU) (which uncouples helicase from polymerase activity) (*8*), and inhibitors of key DDR kinases such as ataxia telangiectasia and Rad3-related protein (ATR) (*9*, *10*), checkpoint kinase 1 (CHK1), and Wee1 (*11*, *12*).

Notably, recent reports suggest that inhibiting specific DDR/RS proteins or chromatin regulators in cancer cells can trigger intrinsic immune signaling (*13*–*20*). This immune signaling cascade is initiated by pattern recognition receptors (PRRs) like RIG-I–like receptors and cytosolic nucleic acid–sensing cyclic guanosine monophosphate–adenosine monophosphate (cGAMP) synthase (cGAS), which recognize cytosolic RNA or DNA molecules, respectively. Consequently, the activation of innate immune signaling leads to the transcriptional stimulation of type I interferons (IFN-α and IFN-β) by interferon regulatory factors (IRFs) and nuclear factor κB (NF-κB), followed by the Janus kinase (JAK)/signal transducer and activator of transcription (STAT)–dependent production of cytokines and other interferon-stimulated genes (ISGs) (*21*, *22*). Cancer cells within the tumor microenvironment (TME) secrete IFNs and ISGs, which facilitate tumor antigen presentation and promote the recruitment and activation of cytotoxic T cells that drive tumor rejection (*23*).

While the cytoplasmic nucleic acid sensing molecules and signaling pathways that regulate the induction of innate immune signaling after DNA damage are well understood, less is known about chromatin regulators that influence the induction of immune signaling, particularly in the context of RS. Throughout DNA replication, several chromatin factors work in a coordinated manner to facilitate chromatin remodeling, ensure correct reestablishment of epigenetic marks, and preserve gene expression (*24*). Overall, there is limited understanding of how chromatin changes during RS are orchestrated. Here, we used HU, a well-characterized RS inducer, to identify key chromatin and transcriptional regulators acting downstream of HU. We discovered a role for PRMT5 and ZNF326 in orchestrating the innate immune response caused by RS.

We report that HU causes relocalization of PRMT5, an enzyme mainly localized in the cytoplasm, to the nucleus. This shift leads to an RS-dependent increase in nuclear SDMA signal. By mass spectrometry (MS) analysis, we demonstrate that the symmetric dimethylation of ZNF326, a component of the DBC1/ZIRD (DBIRD) transcription elongation complex (*25*), is increased and is essential in mediating the induction of RS-induced ISGs. Overall, we uncover a previously unreported role of PRMT5-mediated SDMA in the context of RS and identified pertinent SDMA proteins, which lay the foundation for future mechanistic studies on the role of PRMT5 and the RS-induced immune response.

## RESULTS

### HU activates expression of innate immune genes and ERVs

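RNA-seq was done on MCF10A cells, an established line of nontransformed human breast epithelium, after 24 hours in 1 mM HU or in the vehicle dimethyl sulfoxide (DMSO). HU blocks ribonucleotide reductase, the enzyme that makes deoxyribonucleotides, and thereby stalls DNA replication. The same experiment held cells given 1 μM GSK591, an inhibitor of the arginine methyltransferase PRMT5, and cells given HU + GSK591, and each of the 4 groups had 2 libraries. The DMSO libraries held 63691747 and 61736494 reads counted in genes, and the HU libraries 79291839 and 65569464. Counts of the 2 libraries of a group differed by more than sampling noise, with a chi-square per gene of 27.1 in DMSO and 73.0 in HU. The authors deposited counts per gene divided by a size factor of each library (normalized counts). The paper's methods name STAR, the GRCh38 assembly, TEcount and DESeq2, whereas the submitters' processing notes name the hg19 assembly, FastQC, Trimmomatic, STAR and DESeq2, so the assembly behind the counts is not settled here. Every normalized count was, to within 1e-06, a whole multiple of the value of 1 read in its library, which gave back the whole reads. Of 16790 rows, 25 with symbols turned into dates (0.188% of the normalized counts) were left out, and 1197 of the other 16765 were given current symbols. Repeat families, which TEcount also counts, were not analysed here. Log2(normalized count + 1) of the 14914 genes with a mean of at least 10 normalized counts was fitted with limma-trend over the 8 libraries of the 24-hour experiment, with 4 residual degrees of freedom and Benjamini-Hochberg adjustment. With 2 libraries against 2, an exact two-sided permutation test cannot give a p under 0.33. Neither the paper nor the sample labels say that the libraries of a group came from separate cultures, so p values measure only the spread between these libraries, which may be technical.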

To examine the transcriptomic changes caused by RS, we performed RNA sequencing (RNA-seq) in a nontransformed breast epithelial cell line (MCF10A) treated with HU for 24 hours. Twenty-four hours of exposure to HU were sufficient to induce DDRs and cell cycle arrest in MCF10A cells (fig. S1). 

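Genes that p53, the transcription factor of the DNA damage response, activates rose after 24 hours of HU. CDKN1A, which encodes the cell cycle inhibitor p21 and lies on chromosome 6 of GRCh38 from 36676460 to 36687337, rose from 11687 ± 1160 normalized counts (SD, n = 2) in DMSO to 99611 ± 2580 (SD, n = 2) in HU. This is a log2 fold change of 3.10 (standard error 0.08, adjusted p = 5.32e-07 from limma). TP53INP1, which promotes cell death and autophagy, rose by a log2 fold change of 3.43, the antiproliferative gene BTG2 by 2.54, the nucleotide excision repair gene DDB2 by 2.32, the adhesion molecule gene NECTIN4 by 4.22 and GAS6-AS1, a long noncoding RNA, by 4.39. Among genes with a mean of at least 100 normalized counts, the 8 with the largest increase were SLC52A1, CYGB, TREM2, CSPG4, ITGAM, TRPV3, TP73 and CES3. SLC52A1, a riboflavin transporter on chromosome 17 from 5032600 to 5052009, rose from 9.04 ± 2.08 normalized counts (SD, n = 2) to 464.2 ± 67.9 (SD, n = 2), a log2 fold change of 5.54 (standard error 0.24, adjusted p = 4.62e-06 from limma). CYGB, an oxygen-binding globin, rose by 5.53 on the log2 scale, TREM2, a receptor known from myeloid cells, by 5.42, and TP73, a member of the p53 family, by 5.00. The 8 genes with the largest decrease were KNDC1, H3C12, FLRT1, H2BC14, SLC43A1, CHAC1, H2BC3 and FLJ46906. KNDC1, on chromosome 10 from 133160219 to 133226412, fell from 395.7 ± 39.4 normalized counts (SD, n = 2) to 55.3 ± 44.9 (SD, n = 2), a log2 fold change of −3.09 (standard error 0.47, adjusted p = 0.000851 from limma). H3C12, H2BC14 and H2BC3 encode replication-dependent histones, whose near-identical copies can share reads, and had log2 fold changes of −2.92, −2.62 and −2.27. FLRT1, a cell adhesion gene, had −2.79, and −1.79 without HU replicate 2. Over all 14914 genes tested, 3845 rose and 4025 fell (7870 in all) at an adjusted p under 0.05 from limma, and edgeR's quasi-likelihood test and DESeq2 called 7863 and 7472. With the further threshold of a log2 fold change past 1 either way, 1556 genes were higher and 278 lower. Of the 2651 genes with a mean of 10 to 100 normalized counts, 890 rose and 92 fell, with a median log2 fold change of 0.56, and of the 1327 genes with a mean of at least 10000, 160 rose and 617 fell, with a median of −0.19. With every library scaled to the same total in place of the size factors, which put the median of all genes at 0.106 on the log2 scale, 63.8% of the called genes were higher instead of 48.9%, and 180 genes were lower past the threshold of 1. The number lower past that threshold was 672 and the number higher 930 under quantile normalization, 995 genes were higher with a mean of at least 50 required, and 425 were lower without HU replicate 1.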

HU treatment significantly altered expression of multiple genes, with 1964 being up-regulated and 373 down-regulated (Fig. 1A and table S1). Gene set enrichment analysis (GSEA) for hallmark gene sets representing well-defined biological pathways revealed various signatures affected by HU treatment (table S1). 

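Of 41 genes that p53 activates, 36 were higher after 24 hours of HU and 1 was lower at an adjusted p under 0.05 from limma (37 and 1 when adjusted over the list alone), with a median log2 fold change of 1.03. As a set they rose (adjusted p = 3.29e-15 from camera, adjusted p = 0.458 with an estimated correlation). Among them were BBC3, which promotes apoptosis, with a log2 fold change of 1.47 and SFN, which restrains entry into mitosis, with 1.08. The lower one was SESN2, a regulator of nutrient sensing, with −0.35, a call lost without either DMSO replicate or without HU replicate 2, where it had −0.20, and under total scaling (−0.23) or quantile normalization (−0.24). Genes of DNA replication and the G1/S transition also rose, with 35 of 49 higher and 2 lower (35 and 2 adjusted over the list alone) and a median of 0.56 (adjusted p = 1.47e-06 from camera, adjusted p = 0.505 with an estimated correlation). CCNE2, a cyclin of S-phase entry, had a log2 fold change of 2.14 and PCNA, the sliding clamp of DNA polymerases, 1.27. Those that fell were the helicase subunit gene MCM6 with −0.66 and the DNA polymerase α gene POLA1 with −0.49. By contrast, 48 of 59 replication-dependent histone genes fell and only H3C6, with 0.83, rose (49 lower and 1 higher adjusted over the list alone). Their median was −0.86 (adjusted p = 4.09e-10 from camera, adjusted p = 0.479 with an estimated correlation). Of 40 genes of ribosome biogenesis and other MYC targets, 38 fell and none rose (38 and 0 adjusted over the list alone), with a median of −0.54 (adjusted p = 1.3e-11 from camera, adjusted p = 0.458 with an estimated correlation). Log2 fold changes were −0.93 for MYC itself, −1.09 for the RNA helicase gene DDX10 and −1.05 for UTP20, which encodes a processing factor of the small ribosomal subunit. Of 40 genes of G2 and mitosis, 31 fell and 1 rose (31 and 1 adjusted over the list alone), with a median of −0.39 (adjusted p = 1.77e-06 from camera, adjusted p = 0.479 with an estimated correlation). The mitotic kinase genes PLK1 and AURKA had −1.20 and −0.65, and CDC20, an activator of the anaphase-promoting complex, −0.94. The gene that rose was the cyclin-dependent kinase CDK1, with 0.64. Of 23 genes of cholesterol synthesis, 19 rose and none fell (20 and 1 adjusted over the list alone), with a median of 0.44 (adjusted p = 8.48e-05 from camera, adjusted p = 0.479 with an estimated correlation). They included the isoprenoid enzyme gene IDI1 with 1.20 and the sterol carrier gene STARD4 with 1.09. Of 29 genes of the unfolded protein and ATF4 responses, 14 fell and 5 rose (14 and 5 adjusted over the list alone), with a median of −0.35 (adjusted p = 0.0181 from camera, adjusted p = 0.525 with an estimated correlation). That set lost its call without HU replicate 2, with a median of −0.12, and under quantile normalization, with −0.24. ASNS, the asparagine synthetase gene, and DDIT4, an inhibitor of mTORC1, had −1.93 and −1.47. The 5 that rose were the stress-induced transcription factor ATF3 with 2.26 and the endoplasmic reticulum genes CALR with 0.68, CRELD2 with 0.56, MANF with 0.37 and PDIA4 with 0.23. MANF had 0.23 without HU replicate 1 and lost its call without DMSO replicate 1 (0.32), and PDIA4 lost its call without either DMSO replicate or HU replicate 1 (0.15 to 0.27) and with only the 4 DMSO and HU libraries in the fit. Ribosomal protein genes fell slightly, 27 of 75 with none higher (19 and 0 adjusted over the list alone), with a median of −0.20 that was −0.01 and no longer called under quantile normalization (adjusted p = 1.15e-05 from camera, adjusted p = 0.525 with an estimated correlation). Of 5 RNAs listed as nuclear-retained, taken as a sign of RNA quality or of the balance between nucleus and cytoplasm, 4 rose (4 adjusted over the list alone). The set had an adjusted p = 0.105 from camera. Under quantile normalization it was called, with a median of 0.61. The 4 genes were MALAT1 with 0.92 (0.56 without HU replicate 1, and no call without DMSO replicate 2, with 0.74), NEAT1 with 0.97 (0.64 without HU replicate 1), KCNQ1OT1 with 0.55 and SNHG12 with 0.62. Markers of epithelial cell types went both ways. Of 12 luminal genes, 6 rose and 2 fell (adjusted p = 0.257 from camera), and of 16 basal genes, 6 rose and 4 fell (adjusted p = 0.49 from camera). Of 14 genes of epidermal differentiation, 5 rose and 1 fell (adjusted p = 0.15 from camera). These counts were the same adjusted over the list alone. IVL, a component of the cornified envelope, had a log2 fold change of 4.10 and the luminal keratin gene KRT19 1.99. KRT10, the epidermal gene that fell, had −0.69 and lost its call without DMSO replicate 1 (−0.40) or HU replicate 2 (−0.58) and under total scaling (−0.58). Of 9 fibroblast markers, 4 rose (4 adjusted over the list alone), namely COL1A1 with 1.65, PDGFRB with 1.37, LUM with 1.09 and FBLN1 with 0.45. The set rose (adjusted p = 0.0306 from camera, adjusted p = 0.458 with an estimated correlation), with no call without DMSO replicate 2 (median 0.59) or HU replicate 2 (0.33), with a mean of at least 50 (0.17), under total scaling (0.57) or under quantile normalization (0.42). The only measured gastric markers, CTSE with 1.22 and ANXA10 with 1.59, both rose, with neither called under quantile normalization. Of 4 blood cell markers CD68 rose by 0.73 (0.51 and no call without DMSO replicate 2) and CD14 fell by 0.90 on the log2 scale. The lists were compiled by hand before the data were examined and are not the hallmark sets, although the values of CDKN1A, BTG2, TP53INP1 and NECTIN4 in table S1 had been seen.

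**Figure D1:**
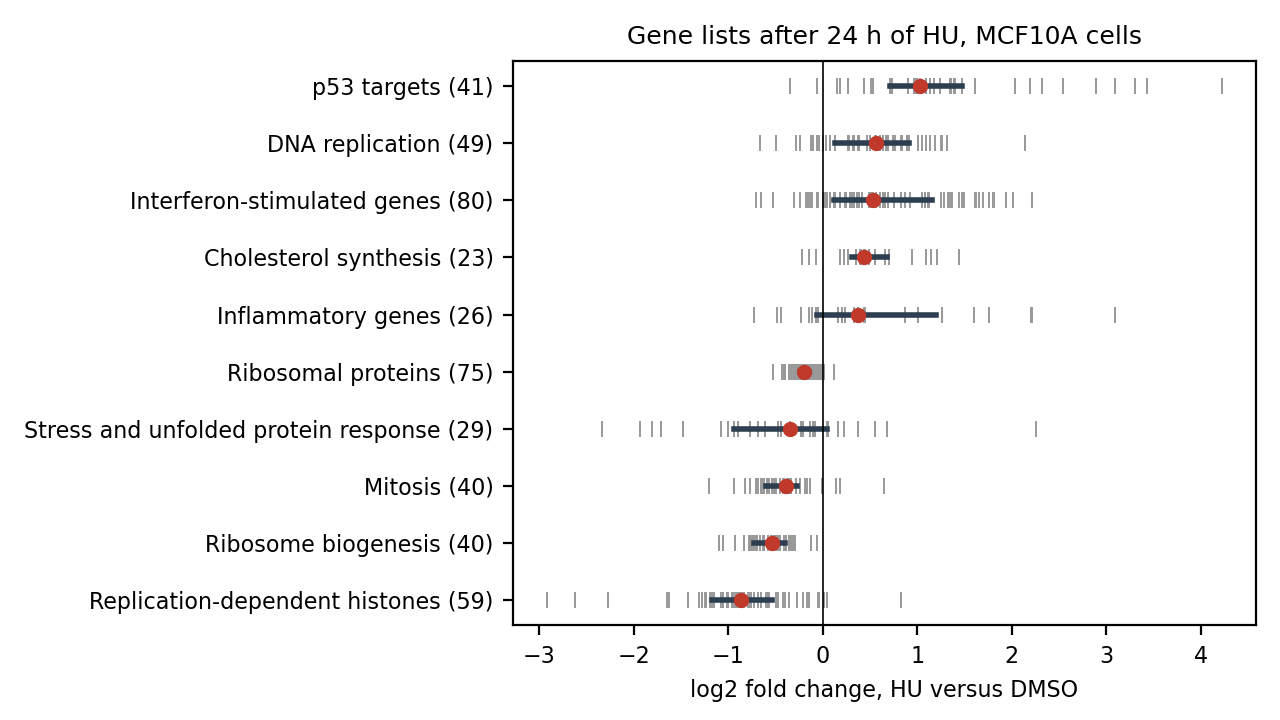
Log2 fold change in HU versus DMSO after 24 hours (x axis) of the members of each gene list (y axis, with the number measured in parentheses). Each tick is 1 gene, the dark bar spans the middle 50% of the members and the red dot is their median, which is 1.03 for the p53 targets and −0.86 for the replication-dependent histones.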

The gene set associated with IFN-α (IFNA) response hallmark was the most substantially enriched (Fig. 1B), and HU strongly induced ISGs such as interferon-induced proteins with tetratricopeptide repeats (IFITs), ISG15, and IRF7 (Fig. 1C). 

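HU raised IFIT1, IFIT2 and IFIT3, whose products bind viral RNA, by log2 fold changes of 1.62, 1.25 and 1.28. IFIT1, on chromosome 10 of GRCh38 from 89392546 to 89406487, rose from 129.7 ± 18.5 normalized counts (SD, n = 2) in DMSO to 431.9 ± 239 (SD, n = 2) in HU (standard error of the log2 fold change 0.33, adjusted p = 0.00354 from limma), a log2 fold change of 1.02 without HU replicate 2. Its neighbor IFIT2, from 89283694 to 89309271, rose from 262.4 ± 11.4 to 634.0 ± 147 (SD, n = 2 each, adjusted p = 0.000701 from limma). IFIT3, from 89327307 to 89377473, rose from 626.9 ± 109 to 1526 ± 272 (SD, n = 2 each, adjusted p = 0.000216 from limma). ISG15, a ubiquitin-like modifier gene on chromosome 1 from 1001138 to 1014540, rose from 241.8 ± 22.2 to 925.7 ± 56.1 normalized counts (SD, n = 2 each), a log2 fold change of 1.93 (standard error 0.17, adjusted p = 6.51e-05 from limma). IRF7, a transcription factor that amplifies the IFN response, on chromosome 11 from 612553 to 615983, rose from 337.7 ± 27.7 to 850.4 ± 102 (SD, n = 2 each), a log2 fold change of 1.33 (standard error 0.14, adjusted p = 0.000125 from limma). Of 80 ISGs measured, 52 rose and 4 fell (53 and 5 adjusted over the list alone), 68 had a log2 fold change above 0, and the median was 0.53. As a set they rose (adjusted p = 1.75e-07 from camera, adjusted p = 0.458 with an estimated correlation). OAS2, an RNA-activated synthetase of the antiviral response, had a log2 fold change of 1.94, HERC5, the ligase that attaches ISG15, 1.81, IFI27 1.76 and IFI6 1.48. The 4 ISGs that fell were the DNA sensor gene IFI16 with −0.71, the signaling adaptor gene TRIM14 with −0.65, TRIM25, a ubiquitin ligase of RNA sensing, with −0.53, and the antiviral membrane protein gene IFITM2 with −0.30, which lost its call without DMSO replicate 1 (−0.22) or HU replicate 2 (−0.23), under total scaling (−0.18) and under quantile normalization (−0.13). All 17 genes of the heatmaps in Fig. 1C and Fig. 3H rose, also adjusted over the list alone, with a median of 1.09 (adjusted p = 1.54e-06 from camera, adjusted p = 0.458 with an estimated correlation). That list was chosen by the study on these samples and is not independent evidence of its direction. The ISG list above also holds heatmap genes, and without them its median was 0.46, with a call from camera. Of 18 genes of nucleic acid sensing, 9 rose and 1, IFI16, fell (9 and 1 adjusted over the list alone), with a median of 0.40 (adjusted p = 0.0389 from camera, adjusted p = 0.505 with an estimated correlation). They included the inflammasome gene NLRP3 with 1.42, the DNA exonuclease gene TREX1 with 1.00, the RNA sensor gene RIGI with 0.65 and STING1, the adaptor of cytosolic DNA sensing, with 0.64. The set lost its call without DMSO replicate 2 (0.34) or HU replicate 2 (0.33), with no filter (0.26), with only the 4 DMSO and HU libraries in the fit and with a block for the replicate number. Of 17 genes of antigen presentation, 10 rose and none fell (10 and 0 adjusted over the list alone), with a median of 0.25 (adjusted p = 0.00771 from camera, adjusted p = 0.479 with an estimated correlation). Among them were the peptide transporter gene TAP1 with 0.83 and HLA-F with 0.65. Of 26 inflammatory genes, 13 rose and 3 fell (13 and 3 adjusted over the list alone), with a median of 0.37 (adjusted p = 0.0325 from camera, adjusted p = 0.505 with an estimated correlation). The cytokine genes LIF, IL1B and CXCL8 had 1.60, 1.27 and 1.27. The 3 that fell were TNFAIP2 with −0.72, IL1A with −0.44 (no call without DMSO replicate 2, with −0.32, or HU replicate 2, with −0.22) and the adhesion gene ICAM1 with −0.23, which lost its call without DMSO replicate 1 (−0.25) or 2 (−0.21). Under total scaling and quantile normalization neither IL1A (−0.32 and −0.28) nor ICAM1 (−0.11 and −0.15) was called. With only the 4 DMSO and HU libraries IL1A lost its call in limma and ICAM1 in DESeq2. The median of the inflammatory set was 0.56 without DMSO replicate 1, and its call was lost without DMSO replicate 2 or HU replicate 1 (0.29 each) and under total scaling (0.49). CXCL10, a chemokine induced by IFN, had 2.66 ± 0.699 normalized counts in DMSO and 17.4 ± 4.79 in HU (SD, n = 2 each), too few to be tested. Of 22 interferon genes only IFNE passed the filter on low values, with a log2 fold change of −0.04 (adjusted p = 0.941 from limma; −0.67 to 0.59 with 1 library left out).

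**Figure D2:**
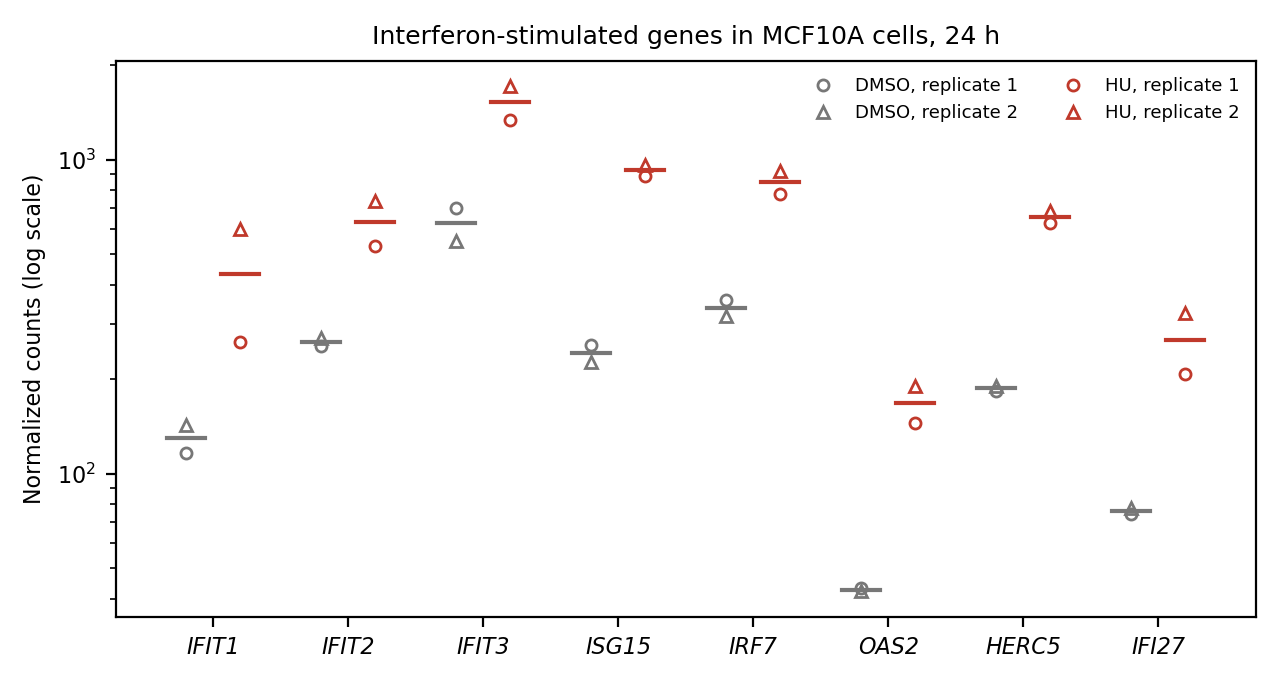
Normalized counts (y axis) of 8 ISGs (x axis) in DMSO and HU after 24 hours, on a log scale. Each circle or triangle is 1 library (replicate 1 or 2), and the bars give the mean of 2 libraries, which is 925.7 for ISG15 in HU.

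Overall, the paper proposes that up-regulation of ISGs is a prominent transcriptional response to RS, with ERVs as a possible contributing factor.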

As a source of cytosolic nucleic acids that affect innate immune signaling, we also focused our attention on repetitive elements. Endogenous retroviruses (ERVs) are increasingly recognized for their role in immune response activation after DNA damage (*26*). We sought to investigate if ERVs associate with HU-induced transcriptomic changes in innate immune signaling. HU strongly induced ERVs expression (Fig. 1D). This finding was corroborated in a GSEA of our constructed ERV signature gene set (Fig. 1E). Overall, these data point to up-regulation of ISGs being a prominent transcriptional response to RS, with reexpression of ERVs being a possible contributing factor.

**Fig. 1.**
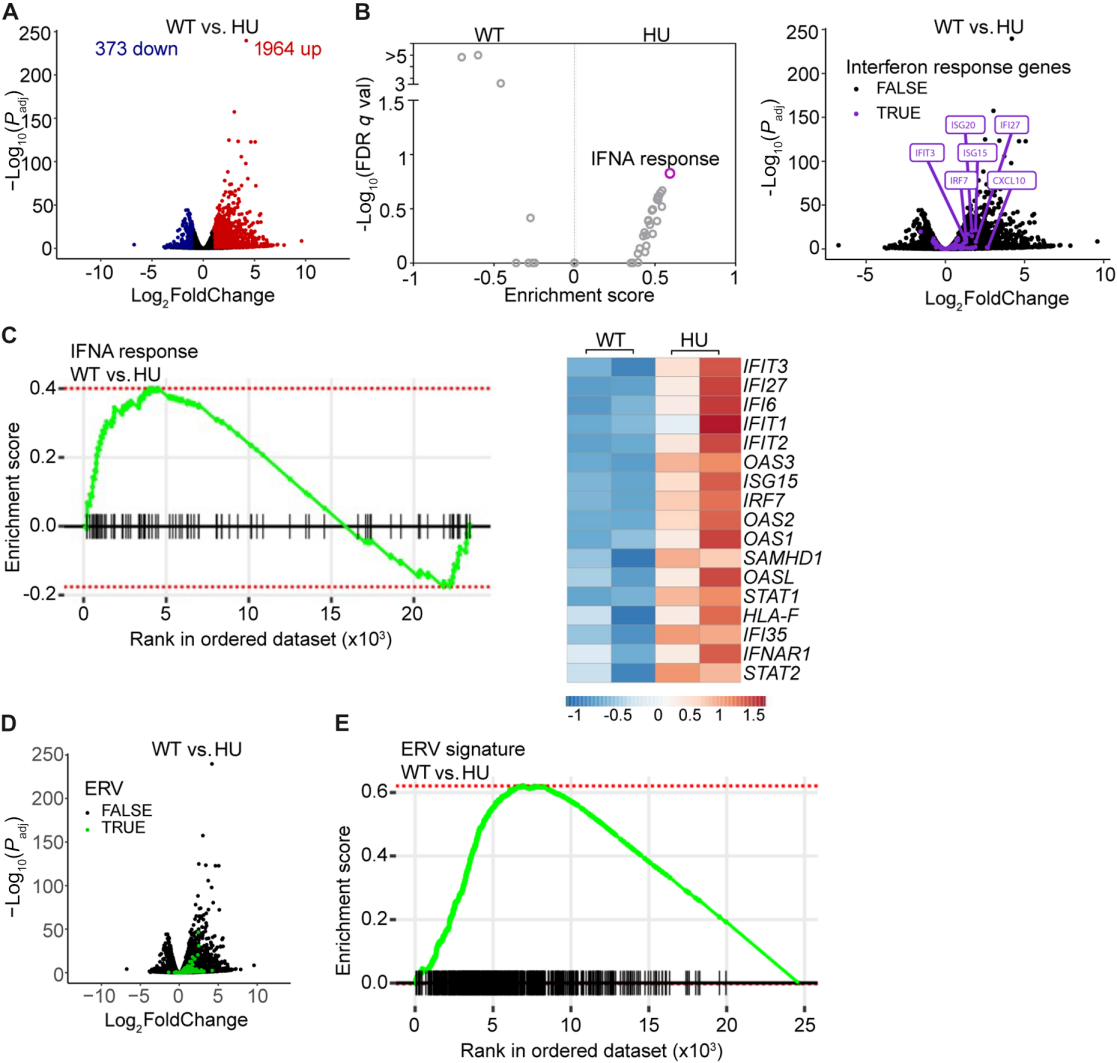
HU induces global changes to the transcriptome. (**A**) Volcano plot displaying differentially expressed genes and ERVs in MCF10A cells upon HU treatment (1 mM) for 24 hours. Up-regulated genes are defined by requiring false discovery rate (FDR) < 0.05 and log_2_FoldChange > 1 (up-regulated following HU treatment) or log_2_FoldChange < −1 (down-regulated following HU treatment). (**B**) Left: Volcano plot displaying gene set enrichment analysis (GSEA) of 50 hallmark gene sets for comparison of MCF10A ± HU (1 mM) for 24 hours. Right: Volcano plot displaying IFN response gene expression distribution in HU (1 mM) versus no treatment control for 24 hours. (**C**) Left: Enrichment plot from GSEA for comparison of MCF10A ± HU (1 mM) 24 hours. Right: Heatmap of normalized read counts from RNA-seq of MCF10A ± HU (1 mM) for 24 hours. The heatmap was generated using the ClustVis webtool (*71*). (**D**) Volcano plot displaying ERVs expression distribution in HU (1 mM) versus no treatment control for 24 hours. (**E**) Enrichment plot of ERV signature from GSEA for comparison of MCF10A treated with HU (1 mM) versus no treatment control for 24 hours.

### A chemical genetic screen identifies key epigenetic modulators of HU-induced transcriptional changes

We conducted a chemical drug screen with a library of epigenetic inhibitors to pinpoint key chromatin and transcriptional regulators downstream of RS induced by HU. As a readout for the screen, we selected CXCL10, a chemokine whose expression was strongly up-regulated upon HU treatment (Fig. 2A). For high-throughput estimation of CXCL10, we knocked in a HiBiT tag into the *CXCL10* locus to aid the detection of endogenously expressed CXCL10 by a luminescent signal (*27*) (Fig. 2B). HiBiT-tagged CXCL10-expressing MCF10A single-cell clones were confirmed via Sanger sequencing, and HU treatment of these cells showed robust increases in luminescence (Fig. 2C).

**Fig. 2.**
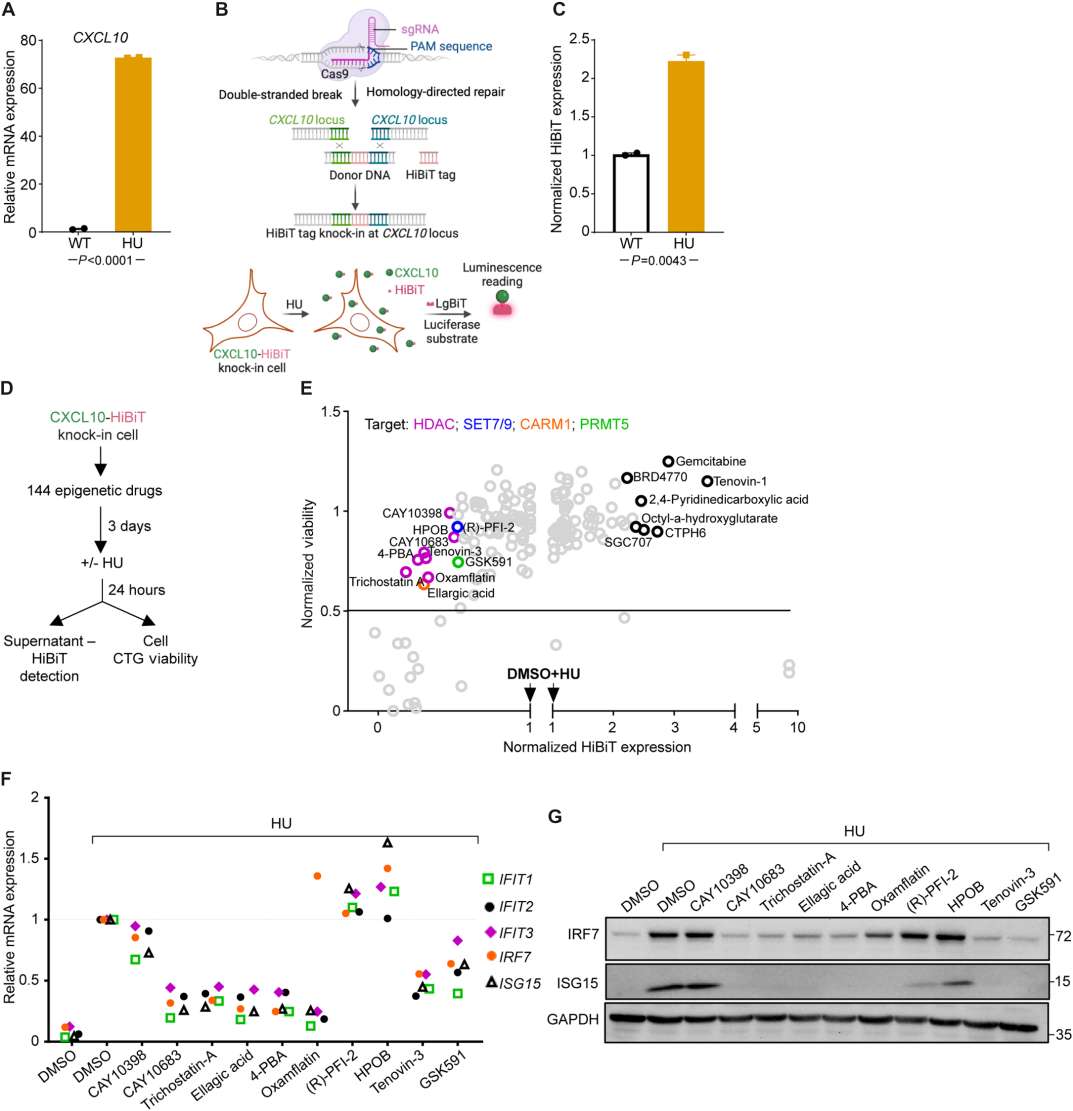
A chemical genetic screen identifies key epigenetic modulators of HU-induced transcriptional changes. (**A**) qPCR of *CXCL10* expression from MCF10A untreated or treated with HU (1 mM). Statistical significance was analyzed by unpaired Student’s *t* test of values obtained from two independent experiments. (**B**) Schematic workflow for generating HiBiT tag knock-in to *CXCL10* locus in MCF10A and HiBiT-CXCL10 detection by luminescence. The illustration was created with BioRender. (**C**) Luminescence readout from HiBiT-CXCL10 knock-in cell clone ± HU for 24 hours. (**D**) Workflow for epigenetic drug screen to determine modulators of HU-induced CXCL10 expression. (**E**) Scatterplot for epigenetic drugs down-/up-regulated HU-induced CXCL10 expression. (**F** and **G**) Validated hits from (E) with cotreated HU and epigenetic drugs for 24 hours in MCF10A WT cell by qPCR (F) and Western blot (G).

For the chemical screen, the HiBiT knock-in clone was pretreated with a library of epigenetic drugs and subsequently exposed to HU for 24 hours (Fig. 2D). To eliminate drugs that decrease CXCL10 expression due to cytotoxicity, a 70% cell viability threshold was implemented. Epigenetic inhibitor compounds targeting histone deacetylases (HDACs), lysine methyltransferase (SET7/9), coactivator-associated arginine methyltransferase 1 (CARM1/PRMT4), and protein arginine methyltransferase 5 (PRMT5) emerged as the top 10 hits that negatively regulated HiBiT-CXCL10 expression (Fig. 2E). For validation, wild-type (WT) MCF10A cells were cotreated with HU and the respective epigenetic inhibitor hits and the resulting expression of ISGs was evaluated. With the exception of (R)-PFI-2 (SET7/9 inhibitor) and CAY10398 and HPOB (HDAC inhibitors), the remaining seven compounds successfully suppressed ISG expression at both mRNA and protein levels (Fig. 2, F and G). While previous studies have investigated the contributions of HDAC inhibitors (*28*–*30*) and ellagic acid (CARM1 inhibitor) (*31*) to immune response regulation, the role of PRMT5 in this phenomenon was understudied. We therefore set out to elucidate the mechanism underlying PRMT5-mediated regulation of ISG expression.

### PRMT5 regulates HU-induced ISG and ERV expression

To ensure that the observed PRMT5 inhibitor-associated attenuation of ISG expression downstream of RS was not specific to a single inhibitor (i.e., GSK591), we confirmed our findings with an alternative PRMT5 inhibitor, EPZ015666. CXCL10 expression in HU-treated HiBiT-CXCL10 MCF10A cells was reduced when cotreated with either EPZ015666 or GSK591 (Fig. 3A). We also confirmed that addition of GSK591 diminished the HU-induced increase in IRF7, ISG15, and STAT1 protein expression (Fig. 3B). To rule out the possibility of a cell line–specific phenotype, we evaluated and observed similar effects in a gastric cancer cell line, MKN7 (fig. S2A). To rule out that PRMT5-dependent up-regulation of ISG expression could be a HU-specific phenomenon, we used another clinical-grade RS inducer, the ATR inhibitor AZD6738. Similar enhancement of ISG expression upon ATR inhibition, as well as consequent attenuation of ISG expression with PRMT5 inhibition were observed with AZD6738 (Fig. 3, C and D). This demonstrates that PRMT5-related modulation of ISG expression is likely to be an RS generalized phenomenon.

**Fig. 3.**
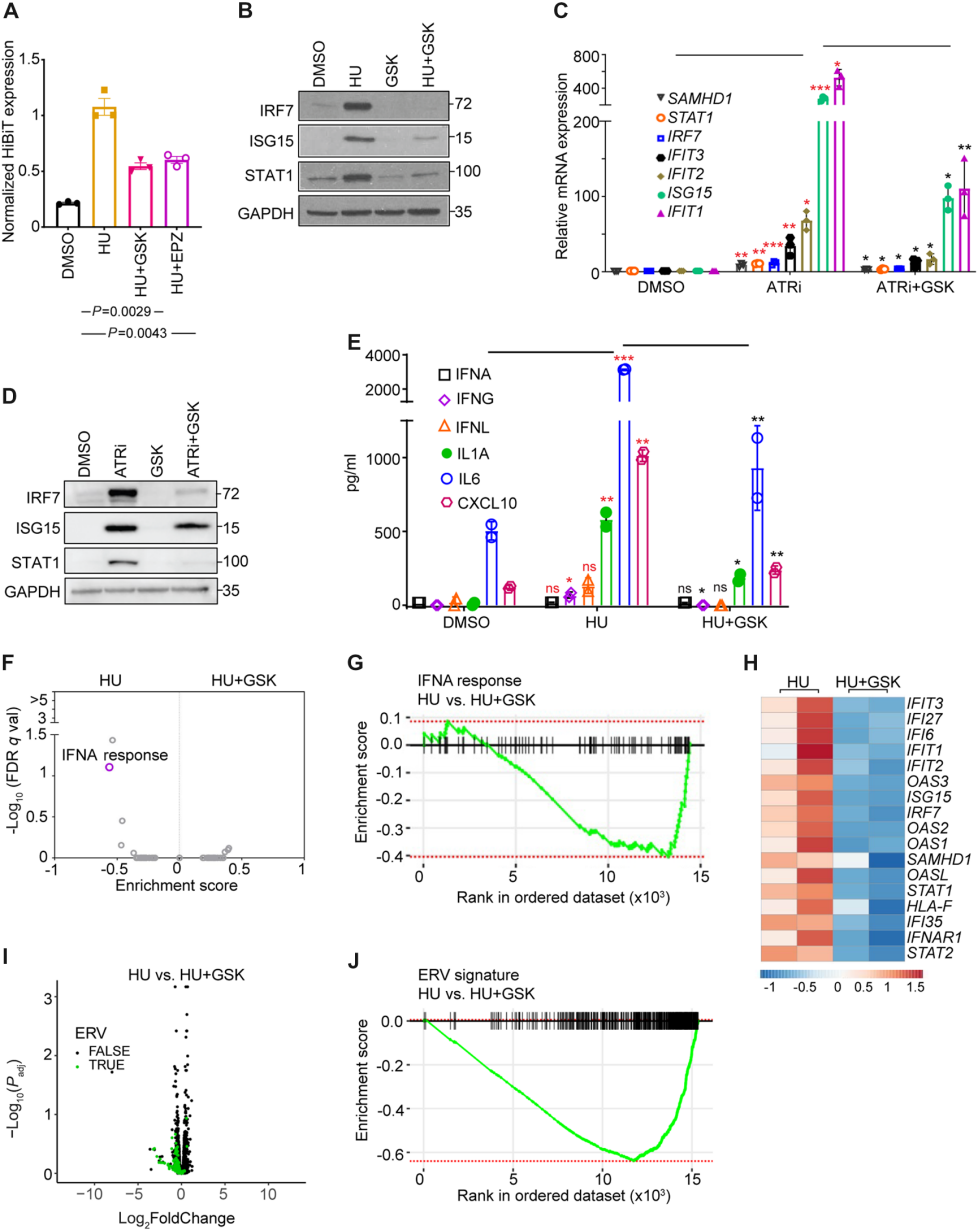
RS induces a PRMT5-dependent ISG expression pattern. (**A**) CXCL10-HiBiT expression from CXCL10-HiBiT knock-in MCF10A cells treated with DMSO, HU (1 mM), HU (1 mM) + GSK591 (1 μM), and HU (1 mM) + EPZ015666 (1 μM) for 48 hours. Statistical significance was analyzed by unpaired Student’s *t* test of values obtained from three independent experiments. (**B**) Western blot of MCF10A treated with DMSO, HU, GSK591, and HU + GSK591 and blot for IRF7, ISG15, STAT1, and GAPDH (glyceraldehyde-3-phosphate dehydrogenase). (**C**) qPCR of MCF10A cells treated with DMSO, AZD6738 (ATRi) (5 μM), and ATRi (5 μM) + GSK591 (1 μM) for 6 days. Statistical significance was analyzed by unpaired Student’s *t* test of values from three independent experiments (*P ≤ 0.05; **P ≤ 0.01; ***P ≤ 0.001). Red asterisk, statistical difference between DMSO versus ATRi; black asterisk, statistical difference between ATRi versus ATRi + GSK591. (**D**) Western blot of MCF10A treated as in (C). (**E**) Multiplex ELISA for IFNs and cytokines from supernatants of MCF10A treated as in (B). Red asterisk, statistical difference between DMSO versus HU; black asterisk, statistical difference between HU versus HU + GSK591. *P* value was analyzed by unpaired Student’s *t* test of values from two independent experiments (*P ≤ 0.05; **P ≤ 0.01; ***P ≤ 0.001; ns, not significant). (**F**) Volcano plot displaying GSEA of 50 hallmark gene sets comparing MCF10A treated with HU versus HU + GSK591 for 24 hours. (**G**) Enrichment plot of GSEA IFNA hallmark comparing MCF10A treated with HU versus HU + GSK591 for 24 hours. (**H**) Heatmap of normalized read counts from RNA-seq of MCF10A treated with HU versus HU + GSK591 for 24 hours. The heatmap was generated using the ClustVis webtool (*71*). (**I**) Volcano plot displaying ERV expression distribution in MCF10A treated with HU versus HU + GSK591 for 24 hours. (**J**) Enrichment plot of ERV signature from GSEA comparing MCF10A treated with HU versus HU + GSK591 for 24 hours.

IFNs, released among other instances during DNA damage (*20*), are initiators of the JAK-STAT signaling pathway that drives ISG transcription (*21*). We therefore evaluated the effect of PRMT5 on IFNs expression. We conducted a multiplexed enzyme-linked immunosorbent assay (ELISA) to detect the levels of IFNs and cytokines in the supernatant of dimethyl sulfoxide (DMSO), HU only, and HU + GSK591–treated MCF10A cells. PRMT5 inhibition (GSK591) diminished levels of CXCL10 and interleukin-1α (IL-1α) in the supernatant of HU-treated MCF10A cells. However, IFN levels remained relatively unperturbed (Fig. 3E and fig. S2B) except for a PRMT5-dependent transcriptional increase of IFN-λ (fig. S2C). It is known that different DNA damage agents are able to induce IFNs (*20*); therefore, we investigated whether the observed induction of IFN-stimulated genes was due to RS or double-strand break formation by treating MCF10A cells with etoposide or HU and checked for expression of IFN response after short period (8 hours) or longer period (24 hours). We observed that at both 8- and 24-hour time points, etoposide caused double-strand breaks as indicated by elevated γH2AX, but the expression of IFN-stimulated genes was similar to DMSO-treated cells. On the contrary, 24-hour exposure to HU induced IFN-stimulated genes in a PRMT5-dependent manner (fig. S2D). We were also interested in understanding the broader PRMT5-dependent transcriptional alterations after HU treatment and performed RNA-seq on HU-treated and HU + GSK591–treated cells. 

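The HU + GSK591 libraries held 61661401 and 60973612 reads counted in genes, and libraries of cells given GSK591 without HU held 61556027 and 66391044. These 4 libraries stand in the same table of normalized counts as the DMSO and HU libraries behind Fig. 1, so the HU libraries are shared by both comparisons. A gene that is high in HU by chance would therefore also be lower in HU + GSK591, and each gene list is given below in full, not only its members that rose in HU. The libraries of a group again differed by more than sampling noise (chi-square per gene 18.7 in HU + GSK591 and 36.5 in GSK591). The change with GSK591 in the presence of HU was tested as HU + GSK591 minus HU, the change in its absence as GSK591 minus DMSO, and their difference as an interaction term, all within 1 model of the 24-hour libraries. A comparison of HU + GSK591 with DMSO was added after the data had been seen. Fold changes are on the log2(normalized count + 1) scale, which understates changes of genes with few reads.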

As expected, PRMT5 inhibition dampened the HU-induced IFN-α response (Fig. 3, F and G) with reduction in transcription of ISGs (Fig. 3H) and ERVs (Fig. 3, I and J).

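After 24 hours, 65 of 80 ISGs had a lower level in HU + GSK591 than in HU, with a median log2 fold change of −0.14, but no single ISG passed the test (0 higher and 0 lower, also adjusted over the list alone). As a set the ISGs were lower (adjusted p = 1.98e-07 from camera, adjusted p = 0.593 with an estimated correlation), and fry, which tests the set without reference to other genes, gave an adjusted p of 0.442. The median was −0.21 without HU replicate 1 or without HU + GSK591 replicate 1, −0.11 without HU replicate 2 and −0.09 without HU + GSK591 replicate 2. IFIT1 had 250.9 ± 0.708 normalized counts (SD, n = 2) in HU + GSK591, a log2 fold change against HU of −0.66 (standard error 0.33, adjusted p = 0.59 from limma), with −1.26 and a call without HU replicate 1 and −0.07 without HU replicate 2. ISG15 had 752.3 ± 187 (SD, n = 2), a log2 fold change of −0.32 (standard error 0.17, adjusted p = 0.611 from limma), with −0.58 without HU + GSK591 replicate 1 and −0.06 without replicate 2. IRF7 had 651.9 ± 5.13 (SD, n = 2), a log2 fold change of −0.38 (standard error 0.14, adjusted p = 0.536 from limma), and −0.25 without HU replicate 2. IFIT2 had −0.38 (−0.62 and −0.14 without HU replicate 1 and 2), IFIT3 −0.29 (−0.47 and −0.11), OAS2 −0.53 (−0.34 without HU replicate 2) and OAS3 −0.34 (−0.50 and a call without HU replicate 1, −0.17 without HU replicate 2). The exonuclease gene ISG20 had 0.22 (0.34 and 0.11) and TRIM22 0.18. All 17 genes of the heatmaps had values below 0, with a median of −0.33 and none called, also adjusted over the list alone (adjusted p = 2.72e-07 from camera, adjusted p = 0.593 with an estimated correlation). Chosen by the study on these samples, they are not independent evidence, and their median was −0.50 without HU replicate 1 and −0.14 without HU replicate 2. The ISG list also holds heatmap genes, and without them its median was −0.12, with a call from camera at the preset correlation. Set against DMSO, HU + GSK591 still had 41 ISGs higher and 5 lower (42 and 5 adjusted over the list alone), with a median of 0.33 (adjusted p = 0.000234 from camera, adjusted p = 0.477 with an estimated correlation). GSK591 without HU left the ISGs at a median of −0.03 against DMSO (adjusted p = 0.636 from camera), with −0.08 and a call without DMSO replicate 2 and 0.04 without DMSO replicate 1. The interaction term gave a median of −0.13 for the ISGs (adjusted p = 6.82e-06 from camera, adjusted p = 0.686 with an estimated correlation), and −0.05 with no call without DMSO replicate 2. Among other gene groups, 47 of 49 genes of DNA replication lay below 0 in HU + GSK591 against HU, with none called, also adjusted over the list alone, and a median of −0.22 (adjusted p = 1.47e-11 from camera, adjusted p = 0.593 with an estimated correlation; −0.39 and −0.04 without HU replicate 1 and 2). RRM2, a subunit of the enzyme that HU blocks, had −0.69 and CCNE2 −0.64, which were −0.44 and −0.40 without HU replicate 2. The exceptions POLD1 and RFC4 had 0.01 and 0.04. Of 40 genes of G2 and mitosis, 36 lay below 0, with a median of −0.11 (adjusted p = 1.92e-05 from camera, adjusted p = 0.612 with an estimated correlation; −0.21 and, with no call, −0.02 without HU + GSK591 replicate 1 and 2). Genes of the unfolded protein and ATF4 responses lay above 0 in 28 of 29 cases, with a median of 0.23 (adjusted p = 3.16e-09 from camera, adjusted p = 0.593 with an estimated correlation; 0.38 and 0.10 without HU replicate 1 and 2). In limma DDIT4 was the only one of them called when adjusted over the list alone, with 0.39, and ASNS had 0.59 (0.87 without HU replicate 1). DESeq2 called both over all genes, DDIT4 with 0.39 (adjusted p = 0.00199 from DESeq2) and ASNS with 0.57 (adjusted p = 0.0495 from DESeq2). Of the p53 targets, 37 of 41 lay above 0, with a median of 0.13 (adjusted p = 2.96e-07 from camera, adjusted p = 0.593 with an estimated correlation; 0.06 without HU replicate 2). Ribosomal protein genes lay above 0 in 74 of 75 cases, with a median of 0.11 (adjusted p = 3.96e-08 from camera, adjusted p = 0.612 with an estimated correlation; 0.07 without HU + GSK591 replicate 1). Both groups moved in the same way in GSK591 versus DMSO, with 38 of 41 p53 targets (median 0.10, adjusted p = 1.28e-08 from camera, adjusted p = 0.97 with an estimated correlation) and 75 of 75 ribosomal protein genes above 0 (median 0.08, adjusted p = 5.77e-08 from camera, adjusted p = 0.97 with an estimated correlation). The ribosomal protein set had −0.01 and no call there without GSK591 replicate 1, and the interaction term was not called for either group (adjusted p = 0.757 and 0.392 from camera). Inflammatory genes lay above 0 in 22 of 26 cases in HU + GSK591 against HU, opposite to the ISGs, with a median of 0.24 (adjusted p = 0.0035 from camera, adjusted p = 0.593 with an estimated correlation). That median was 0.41 without HU replicate 1, and the call was lost without HU replicate 2 (0.01) or HU + GSK591 replicate 1 (0.16). These genes lay above 0 in GSK591 versus DMSO as well, in 22 of 26 cases with a median of 0.11 (adjusted p = 0.0205 from camera, adjusted p = 0.97 with an estimated correlation), and the interaction term was not called (adjusted p = 0.487 from camera). There the median was 0.22 without DMSO replicate 1 and 0.28 without GSK591 replicate 2, and the call was lost without DMSO replicate 2 (0.02) or GSK591 replicate 1 (0.03). Genes of Sm proteins and their assembly also lay above 0 in GSK591 versus DMSO, in 16 of 21 cases with a median of 0.10 (adjusted p = 0.0205 from camera, adjusted p = 0.97 with an estimated correlation). That call was lost without DMSO replicate 1 (0.08), DMSO replicate 2 (0.09) or GSK591 replicate 1 (0). Genes of nucleic acid sensing lay below 0 in 14 of 18 cases, with a median of −0.08 (adjusted p = 0.00268 from camera, adjusted p = 0.593 with an estimated correlation; −0.16 without HU replicate 1, and 0 with no call without HU replicate 2). Basal epithelial markers lay above 0 in 14 of 16 cases, with a median of 0.12 (adjusted p = 0.0166 from camera, adjusted p = 0.593 with an estimated correlation). Their call was lost without HU replicate 2 (0.06) or HU + GSK591 replicate 2 (0.11) and under quantile normalization (0.07). Replication-dependent histone genes lay below 0 in 46 of 59 cases, with a median of −0.12 (adjusted p = 0.0199 from camera, adjusted p = 0.864 with an estimated correlation). That median was −0.31 without HU replicate 1 and 0.06 without HU replicate 2, with no call there. The call was also lost without HU + GSK591 replicate 2 (−0.11), with no filter (−0.11) and under total scaling (−0.15). In limma no p53 target and no basal, histone, ribosomal protein, inflammatory or nucleic acid sensing gene was called, also adjusted over the list alone. DESeq2 called the inflammatory genes IL1B (0.39, adjusted p = 0.0386 from DESeq2) and IL1A (0.47, adjusted p = 0.0477 from DESeq2) in HU + GSK591 versus HU. Over all genes, limma called 0 of 14914 (smallest adjusted p = 0.402), with 1309 at an unadjusted p under 0.05, edgeR called 0 and DESeq2 38 (21 higher and 17 lower). Without HU replicate 1 limma called 557. The 38 held no ISG and 4 genes of DNA replication, RRM2, CLSPN, TK1 and MCM4. ERV families were not analysed here.

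**Figure D3:**
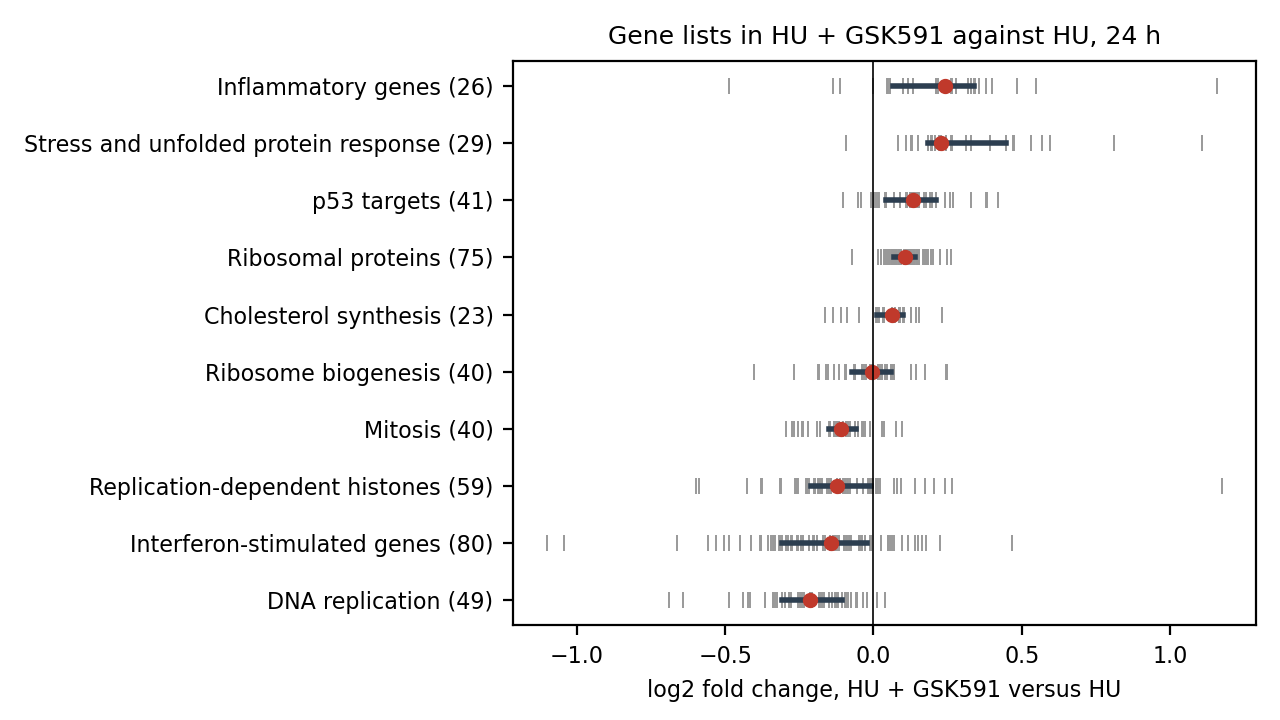
Log2 fold change in HU + GSK591 versus HU after 24 hours (x axis) of the members of each gene list (y axis, with the number measured in parentheses). Each tick is 1 gene, the dark bar spans the middle 50% of the members and the red dot is their median, which is −0.14 for the ISGs and 0.23 for the unfolded protein and ATF4 responses.

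From the lower IFN-α response, ISGs and ERVs, beside a viability at the time points tested and a cell cycle profile at 24 hours that GSK591 did not alter and no major changes to splicing, the paper proposes that PRMT5 appears to be critical for the ISG expression that HU induces.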

Both HU treatment and PRMT5 deficiency have been independently reported to affect cell cycle progression, DDR, cell viability, and splicing (*32*). Therefore, we investigated the aforementioned phenotypes in the context of HU and GSK591 cotreatment. PRMT5 inhibition, at the tested time points, did not affect cell viability (fig. S3A). Furthermore, while HU treatment caused an S-phase cell cycle arrest in 80% of the treated cell population, addition of GSK591 did not further alter the cell cycle profile (fig. S3B). Both HU-treated and HU + GSK591–treated cells had overcome S-phase cell cycle arrest 6 days after treatment but were eventually arrested in G_2_ phase. PRMT5 inhibition resulted in only ~5% more cells to be arrested in S phase (fig. S3C). Moreover, PRMT5 inhibition did not result in further increments of HU-induced γH2AX expression and Rad51 foci formation (fig. S3, D and E). Hence, PRMT5 is unlikely to have a crucial role in influencing cell viability, cell cycle progression, and DDR signaling in the early phase (~24 hours) after induction of RS.

Lastly, while prolonged PRMT5 inhibition is known to cause widespread intron retention and exon skipping (*33*), we did not observe major changes to splicing upon short-term (24 hours) PRMT5 inhibition (fig. S3, F and G). Thus, while PRMT5 is nonessential for early HU-induced DDR signaling, cell cycle arrest, cytotoxicity, and alternative splicing, it appears to be critical for HU-induced ISG expression.

### HU triggers PRMT5 nuclear translocation and increases nuclear SDMA

To understand alterations in PRMT5 activity upon HU treatment, we tracked, via immunofluorescence and Western blot analysis of nuclear and cytoplasm fractions, the intracellular localization of PRMT5 (fig. S4A). We noticed that HU treatment induced the translocation of PRMT5 from the cytoplasm to the nucleus. However, upon combination treatment with HU and GSK591, a reversion of PRMT5 from the nucleus back to the cytoplasm was observed (Fig. 4A). We quantitatively demonstrate this phenomenon through a per-cell PRMT5 nuclear/cytoplasm ratio (dividing nuclear PRMT5 intensity over cytoplasmic PRMT5 intensity). Consistent with the staining pattern, PRMT5 nuclear/cytoplasm ratio was higher in HU-treated cells compared to DMSO and declined upon addition of GSK591 (Fig. 4B).

**Fig. 4.**
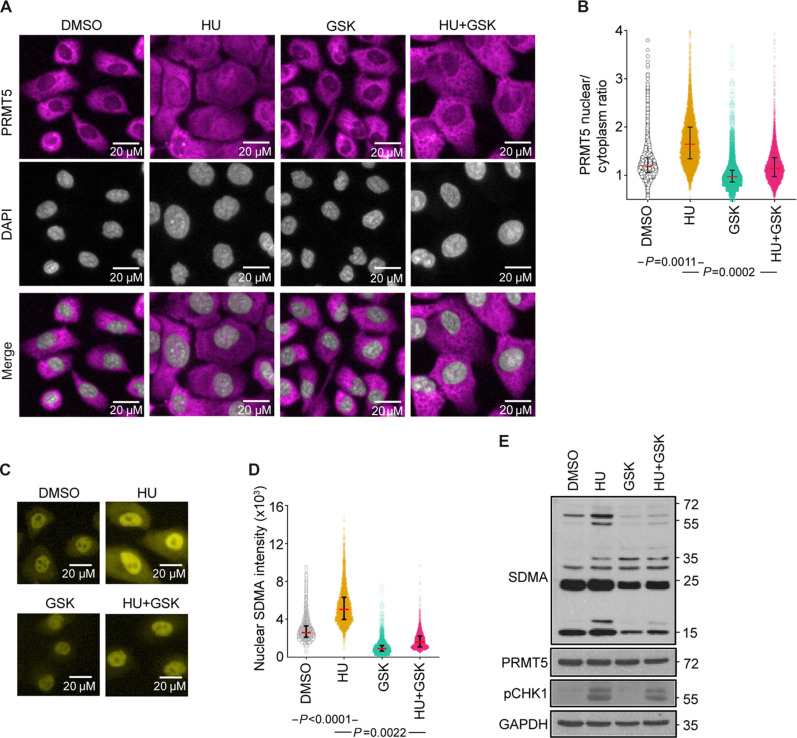
HU leads to an increase in nuclear SDMA. (**A**) MCF10A cells treated with DMSO, HU (1 mM), GSK591(1 μM), and HU (1 mM) + GSK591 (1 μM) for 24 hours and stained for PRMT5. Images were captured and analyzed using the Operetta system. (**B**) A violin plot displaying median value with interquartile range for the ratio for nuclear PRMT5 staining intensity over cytoplasmic PRMT5 staining intensity from at least 1000 cells from (A). *P* value was analyzed by unpaired Student’s *t* test of median values obtained from three independent experiments. (**C**) MCF10A cells treated with DMSO, HU, GSK591, and HU + GSK591 and stained for SDMA. Images were captured and analyzed using the Operetta system. Representative images in one of three independent experiment are shown. (**D**) A violin plot displaying median value with interquartile range for the nuclear SDMA staining intensity from at least 1000 cells from (C). *P* value was analyzed by unpaired Student’s *t* test of median values obtained from three independent experiments. (**E**) Western blot for MCF10A cells treated as in (C).

As HU-treated cells are arrested in the S phase of the cell cycle, we checked whether the nuclear translocation of PRMT5 only occurs in the S phase. We co-stained PRMT5 with the S-G_2_ marker cyclin A and quantified the PRMT5 nuclear/cytoplasm ratio in cells within different cell cycle phases. Regardless of cyclin A status, PRMT5 staining showed homogeneous cytoplasmic distribution, and the nuclear/cytoplasmic ratio was similar in both cyclin A^−^ and cyclin A^+^ groups, suggesting that the nuclear translocation of PRMT5 is independent of cell cycle status (fig. S4B).

Given that PRMT5 is responsible for most cellular symmetric dimethylarginine (SDMA) modifications (*34*, *35*), we wanted to quantify SDMA staining pattern in response to RS. Along with HU-induced PRMT5 nuclear translocation, we noted a prominent increase in nuclear SDMA signal. When PRMT5 was inhibited, the HU-induced SDMA signal was greatly diminished (Fig. 4C). Quantification of SDMA nuclear intensity reflected the increase in SDMA after HU exposure in a PRMT5-dependent manner (Fig. 4D). Moreover, Western blot detection of SDMA revealed increases in SDMA signals at multiple molecular sizes upon HU exposure. These increases were abrogated with GSK591 treatment. As PRMT5 protein expression was similar across all treatments, this suggests that HU-induced SDMA was likely due to an augmentation of PRMT5 methylation activity or a redirection of PRMT5 activity toward nuclear targets (Fig. 4E).

As expected, small interfering RNA (siRNA)–mediated PRMT5 knockdown diminished HU-induced SDMA, as observed by immunofluorescence (fig. S4C) and Western blotting (fig. S4D). This phenomenon was also observed in the cervical cancer cell line HeLa (fig. S4E), indicating that this was not cell type specific. Symmetrically dimethylated Sm proteins recognized by the Y12 antibody showed a similar up-regulation pattern in HU in a PRMT5-dependent manner (fig. S4F). Together, our data propose a model in which nuclear translocation of PRMT5 upon RS increases symmetric dimethylation of its nuclear targets, thus modulating the RS response.

### HU treatment leads to increased symmetric dimethylation of ZNF326

We next aimed to identify regulators of the PRMT5-dependent ISG up-regulation after RS. We hypothesized that the HU-associated up-regulation of ISGs would involve SDMA of one or more protein targets. Upon HU exposure, such elevated SDMA signals would be expected to decrease with concomitant GSK591 exposure. To identify these factors, we performed a quantitative MS experiment. The experimental workflow is detailed in Fig. 5A. We did a pairwise comparison for the relative enrichment of SDMA immunoprecipitated proteins and peptides in HU-treated samples compared to SGC2096a (a negative control compound for GSK591, analysis I) or HU + GSK591 (analysis II) treatments (Fig. 5B and table S2). The comparison of proteins immunoprecipitated by SDMA antibody after HU compared to SGC2096a treatment identified candidates that had elevated SDMA levels or interacted with an SDMA-modified protein upon HU treatment (analysis I). Since we enriched intact proteins and associated factors, we further interrogated our MS data specifically for SDMA-modified peptides for both the HU versus SGC2096a (analysis III) and HU versus HU + GSK591 (analysis IV) comparison (Fig. 5B and table S2). Across these comparisons, we identified C11ORF68, FUBP1, CPSF6, and ZNF326 as candidates that were robustly enriched in HU-treated samples and for which we identified concomitant PRMT5-dependent SDMA modifications on at least one arginine residue (Fig. 5C). We decided to focus on ZNF326 since it is an RNA polymerase II–associated elongation factor (*25*, *36*), possibly affecting inducible genes (i.e., ISGs). We validated the MS results for ZNF326 by immunoprecipitation (IP) with an SDMA antibody and subsequent immunoblotting for ZNF326. In agreement with MS results, ZNF326 was enriched in SDMA IP upon HU treatment (Fig. 5D).

**Fig. 5.**
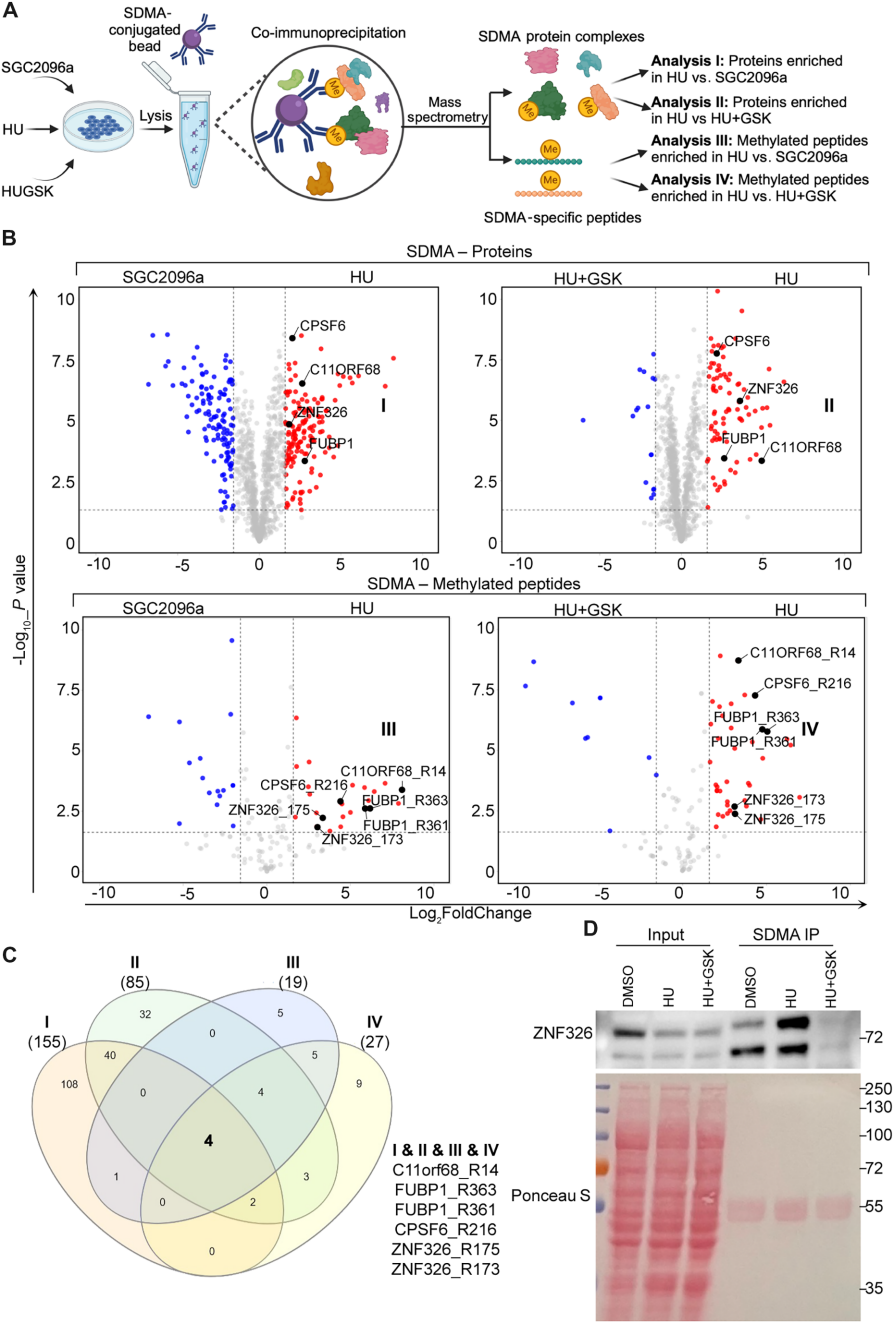
HU treatment leads to increased symmetric dimethylation of ZNF326. (**A**) Schematic workflow to identify symmetric dimethylated (SDMA) proteins and peptides. The illustration was created with BioRender.com. (**B**) Volcano plots displaying SDMA-enriched proteins in MCF10A cells treated with 1 mM HU versus 1 μM SGC2096a, a negative control for PRMT5 inhibitor GSK591, for 6 days (analysis I); SDMA-enriched proteins in MCF10A cells treated with 1 mM HU versus 1 mM HU + 1 μM GSK591 for 6 days (analysis II); SDMA-enriched peptides in MCF10A cells treated with 1 mM HU versus 1 μM SGC2096a for 6 days (analysis III); and SDMA-enriched peptides in MCF10A cells treated with 1 mM HU versus 1 mM HU + 1 μM GSK591 for 6 days (analysis IV). All volcano plots were created with VolcaNoseR app (*72*). (**C**) Venn diagram showing common hits in analysis I, II, III, and IV. The Venn diagram was created with InteractiVenn web-tool (*73*). (**D**) Western blot of MCF10A cells treated with DMSO, HU (1 mM), GSK591(1 μM), or HU (1 mM) + GSK591 (1 μM) for 6 days and co-IP performed with SDMA antibody.

### ZNF326 interacts with PRMT5 and regulates ISG induction by HU

To investigate whether PRMT5 directly interacts with ZNF326 to promote symmetric dimethylation after HU treatment, a proximity ligation assay (PLA) was performed. siRNA-mediated knockdown of either ZNF326 or PRMT5 reduced the majority of interaction signals, thereby demonstrating specificity of the ZNF326-PRMT5 PLA and confirming the molecular interaction. HU enhanced ZNF326-PRMT5 interactions in both the cytoplasm and nuclear compartments, with more interactions in the nucleus than in the cytoplasm (Fig. 6, A and B). Finally, to confirm whether ZNF326 is important for HU-induced ISG expression, we knocked down ZNF326 using two different siRNAs targeting ZNF326 and checked for the expression of ISGs. ZNF326 knockdown diminished the increase in HU-induced expression of IRF7 and ISG15 (Fig. 6, C and D). To investigate whether the symmetric dimethylation of ZNF326 at arginine residues 173 and 175 identified by MS analysis is important for the transcriptional regulation of IRF7 and ISG15, we generated MCF10A cell lines expressing ZNF326 siRNA resistant–ZNF326 WT or ZNF326 with arginine to lysine mutation at residues 173 and 175 with comparable ZNF326 expression level (fig. S5). The level of HU-induced ISG expression in the ZNF326 R173K and R175K mutant cell line was reduced when compared to the MCF10A cells expressing WT ZNF326 (Fig. 6E), confirming the importance of PRMT5-mediated methylation of ZNF326 in regulating ISG expression upon HU.

**Fig. 6.**
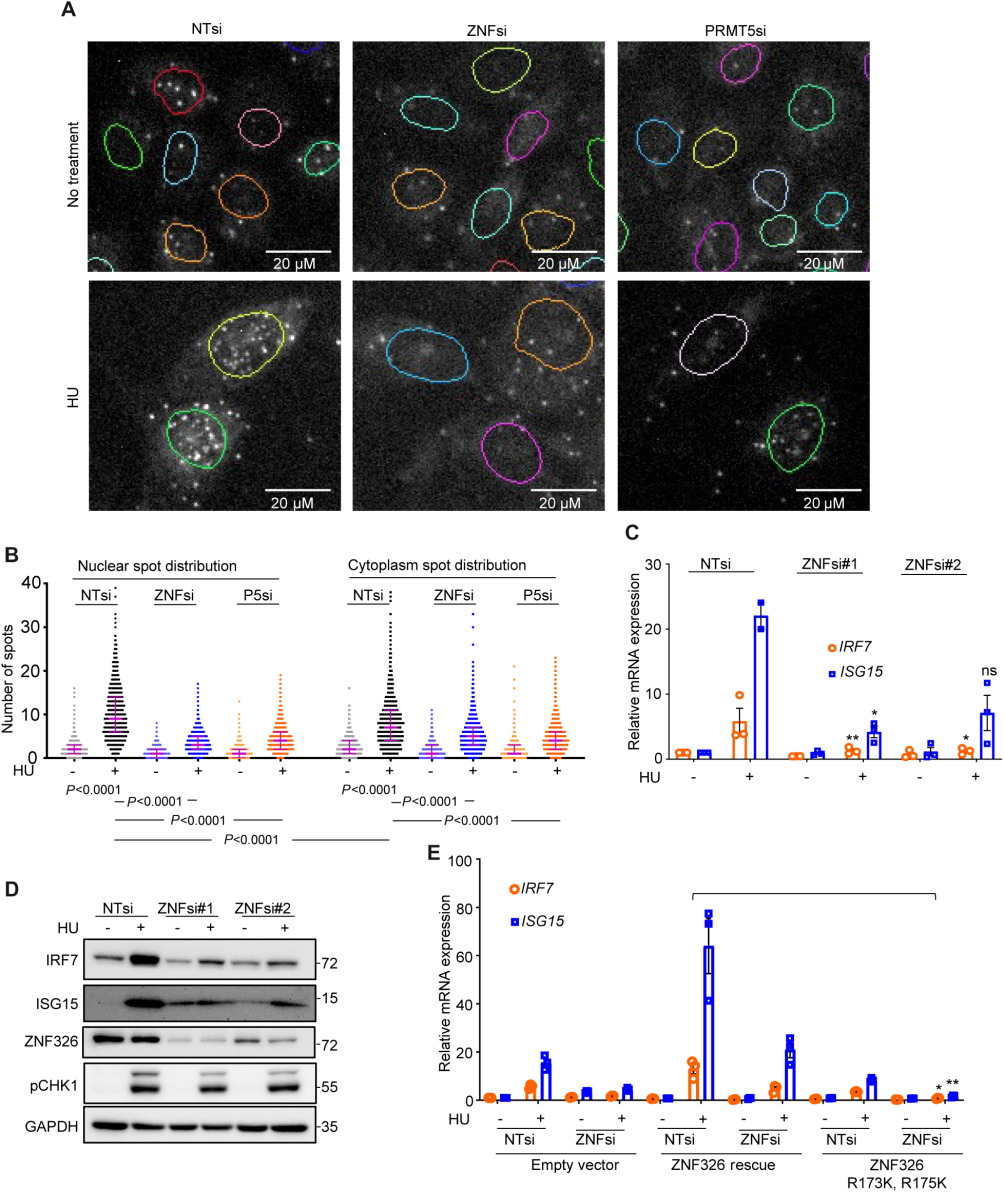
ZNF326 regulates expression of IRF7 and ISG15 induced by HU. (**A**) Control siRNA–, ZNF326 siRNA–, or PRMT5 siRNA–transfected MCF10A cells ± HU (1 mM, 48 hours) subjected to proximity ligation assay (PLA) for PRMT5 and ZNF326. Images were captured and analyzed using the Operetta system. (**B**) A violin plot displaying the median number of spots with interquartile range in nuclear and cytoplasm compartment from at least 1000 cells from the PLA assay as described in (A). Statistical significance for difference in number of spots between treatments was analyzed by unpaired Student’s *t* test of values obtained from a representative of two independent experiments. (**C**) qPCR of MCF10A cells treated with control siRNA– or ZNF326 siRNA–transfected MCF10A cells ± HU (1 mM, 48 hours). Statistical significance was analyzed by unpaired Student’s *t* test of values obtained from three independent experiments. Comparisons were made between ZNF326 siRNAs + HU versus control siRNA + HU. *P ≤ 0.05; **P ≤ 0.01. (**D**) Western blot of MCF10A treated as in (C). Western blot for ZNF326 showed one band, which is different from ZNF326 Western blot with two bands in Fig. 5D. The difference may originate from the usage of IP lysis buffer in Fig. 5D and RIPA in (D). (**E**) qPCR of MCF10A cells with empty vector, WT ZNF326, or ZNF326 with mutation of arginine residues 173 and 175 to lysine constructs transfected with control siRNA or ZNF326 siRNAs ± HU (1 mM). Statistical significance was analyzed by unpaired Student’s *t* test of values obtained from three independent experiments. Comparisons were made between WT ZNF326 transfected with ZNF326 siRNA + HU versus ZNF326 with mutation of arginine residues 173 and 175 to lysine transfected with ZNF326 siRNA + HU. *P ≤ 0.05; **P ≤ 0.01.

## DISCUSSION

Here, we identified a role for protein arginine methyltransferase PRMT5 in the induction of IFN-stimulated genes (ISGs), specifically in the context of RS. Our observation that PRMT5 promotes HU-induced ISGs and cytokine expression is consistent with a previous report on the positive regulatory role of PRMT5 on intrinsic ISG expression in mesenchymal stromal cells during osteogenic differentiation (*37*) or in a virus-challenged mouse model (*38*). In T cells, PRMT5 has been reported to induce IFN signaling in a graft-versus-host disease mouse model (*39*) and T cell activation (*40*). However, it has been reported that PRMT5 down-regulates cGAS-mediated antiviral immune response (*41*) or type I IFN response in a melanoma mouse model (*42*). The difference of PRMT5 in the regulation of immune response may originate from different models and immune-inducing agents.

SDMA posttranslational modification by PRMT5 regulates diverse cellular processes with direct implications for cancer initiation and development (*32*). Symmetric dimethylation of H2AR3, H4R3 (*43*), and H3R8 (*44*) by PRMT5 is linked to transcriptional repression, whereas SDMA at H3R2 (H3R2me2S) supports H3K4me3 (*45*) and activates FOXP1, which promotes breast cancer stem cell proliferation (*46*). In the cytoplasm, the PRMT5-MEP50-pICln complex methylates Sm proteins, which are critical for the maturation of small nuclear ribonucleoproteins (RNPs), the main components of the spliceosome assembly (*47*–*49*). Therefore, PRMT5 depletion reduces splicing fidelity, resulting in the mis-splicing of many genes, including important genes involved in cell signaling, proliferation, and DDR, such as MDM4 (*50*), ATR (*33*), and TIP60 (*51*). In the nucleus, PRMT5 mediates symmetric dimethylation of ZNF326, a component of the DBIRD elongation complex, to ensure proper exclusion of AT-rich exon (*36*). In the DDR, PRMT5-mediated symmetric dimethylation of FEN1 (*52*), RAD9 (*53*), and TDP1 (*54*) helps maintain genomic integrity upon DNA damage. At DNA double-strand break sites, PRMT5 methylates RUVBL1, which eventually prevents 53BP1 recruitment to the site, thereby promoting homologous recombination repair over the nonhomologous end joining (*55*). In addition to regulating DNA damage repair, PRMT5 prevents RS caused by R-loop accumulation. Symmetric dimethylated DDX5 or RNA polymerase II is required for the recruitment of XRN2 or SETX to resolve R-loops and RS (*56*, *57*). The mechanism by which PRMT5 induces ISG expression had not yet been fully elucidated. In the context of T cells, the increase in IFN expression may be the result of PRMT5 regulation of splicing, which is consistent with the observation that PRMT5 is predominately present in the cytoplasmic compartment, whereby splicing is regulated by PRMT5 (*40*). In a virus-challenged mouse model, PRMT5 was reported to form a complex with cGAS to enhance transcription of ISGs (*38*). However, another study reported that PRMT5 binds and methylates cGAS at Arg^124^ residue, which attenuates its ability to mediate the antiviral immune response (*41*). We did not detect the latter event in our dataset, and our results suggest that a different mechanism is in operation in the context of RS. Upon HU treatment, PRMT5 nuclear translocation was coupled with an increase in nuclear SDMA signals and the PRMT5 nuclear translocation was diminished with the addition of GSK591. Simultaneously, the symmetrical dimethylation level of PRMT5 substrates also decreased (Fig. 4). Therefore, we speculate that HU treatment could promote the formation of a complex between PRMT5 and one/more of its methylated substrate(s). Substrate(s) harboring nuclear localization signal(s) may interact with the PRMT5-related complex to import PRMT5 into the nucleus, where PRMT5 affects RS-induced ISG expression. In line with our hypothesis, SDMA on ZNF326 was substantially enriched after HU in a PRMT5-dependent manner in our MS analysis of immunoprecipitated proteins with SDMA modifications (Fig. 5). The subsequent PLA assay revealed an increase in ZNF326 and PRMT5 expression in the nuclear compartment after HU treatment (Fig. 6A). Efforts to characterize the human interactome of chromatin-associated RNP particles have identified a complex, DBIRD, comprising ZNF326 and DBC1 proteins (*25*). This complex binds RNA polymerase II, exons within AT-rich regions of the mRNA, and influences its propensity to be included in the final transcript, possibly by regulating the elongation rate driven by RNA polymerase II (*25*). Notably, PRMT5 symmetrically dimethylates ZNF326 and loss of PRMT5 mimics ZNF326 loss by promoting exon inclusion within the A+T-rich regions of mRNA (*36*). This is consistent with our overall observation that, upon induction of RS, PRMT5 is translocated to the nucleus and regulates ISG transcription, likely mediated by similar defects in ZNF326-mediated RNA polymerase II elongation.

Increased PRMT5 activity promotes proliferation in certain malignancies (*58*). Therefore, the role of PRMT5 in mediating ISGs in response to RS may have implications in the field of oncology, especially considering the recent clinical trials involving PRMT5 inhibitors (*59*). Given the critical role for PRMT5 to promote ISGs and cytokine transcription in the context of RS, a condition common in cancer, the inhibition of this enzyme may affect the TME. A study reported that deletion of *Prmt5* in mouse T cells leads to the depletion of peripheral CD4^+^ and CD8^+^ T cells, as well as thymic invariant natural killer T cells (*60*). In conclusion, while we describe a role of PRMT5 activity in the context of RS, these findings also have implications for the use of PRMT5 inhibitors concomitantly with RS inducing cancer treatments.

## MATERIALS AND METHODS

### Cell culture

MCF10A cells were cultured in Dulbecco’s modified Eagle’s medium (DMEM)/F12 medium (Invitrogen, #11330-032) supplemented with 5% horse serum (Invitrogen, #16050-122), epidermal growth factor (20 ng/ml) (PeproTech), hydrocortisone (0.5 mg/ml) (Sigma-Aldrich, #H-0888), cholera toxin (100 ng/ml) (Sigma-Aldrich, #C-8052), insulin (10 μg/ml) (Sigma-Aldrich, #I-1882), and 1% penicillin-streptomycin (Invitrogen, #15070-063). HeLa cells were cultured in DMEM (Thermo Fisher Scientific, #11965092) supplemented with 10% fetal bovine serum (FBS; HyClone, #SV30160.03) and 1% penicillin-streptomycin. MKN7 cells were cultured in RPMI medium with 10% FBS (HyClone, #SV30160.03) and 1% penicillin-streptomycin. 

### Drug treatment

For drug treatment without concomitant siRNA addition, 1 × 10^6^ MCF10A cells were seeded in a 10-cm dish. HU (1 mM) or AZD6738 (5 μM) was added for the indicated time points. GSK591 (1 μM) was combined with HU or AZD6738 for the same duration. The medium was replaced with fresh medium and the respective drugs after 3 days for longer duration treatment. The following reagents were used in this study: HU (Sigma-Aldrich, #H8627-5G), AZD6738 (AstraZeneca), GSK591 (Sellekchem, #S8111), dimethyl sulfoxide (DMSO) (Sigma-Aldrich, #8418). EPZ015666 (MedChemExpress, #HY-12727).

### Next-generation RNA-seq

MCF10A cells were treated with HU (1 mM) + DMSO, HU (1 mM) + GSK591 (1 μM), or DMSO alone. RNA was extracted using the RNeasy Mini Kit (Qiagen, #74106) and subjected to deoxyribonuclease (DNase) I treatment (Qiagen, #79254), according to the manufacturer’s protocol. RNA concentration was quantified using a NanoDrop 1000 spectrophotometer. The library preparation and RNA-seq service were provided by Novogene AIT. RNA-seq dataset was deposited onto Gene Expression Omnibus repository with the identifier GSE236930.

### RNA-seq data analysis

FASTQ reads (150–base pair paired-end) were aligned to the human genome GRCh38 primary assembly sequence with STAR (v2.7.5b) (*61*), using default parameters and the Ensembl GRCh38 v99 transcriptome annotation (*62*). Gene and transposable elements (TE)–level expression were quantified using TEcount (v2.2.1) (*63*). Differential gene and TE expression were calculated using DESeq2 (v1.3.0) (*64*) in an R 4.0.3 environment; *P* values were adjusted using the Benjamini-Hochberg method. GSEA was generated from the differential expression signatures using fgsea (v1.16.0) (*65*). Alternative splicing analysis was run using rMATS (v4.1.0) (*66*).

### Quantitative PCR

Cells were lysed and RNA was collected using the RNeasy Mini Kit (Qiagen, #74106) according to the manufacturer’s protocol. RNA concentration was quantified using NanoDrop 1000. RNA (1 μg) was converted to complementary DNA (cDNA) using iScript Reverse Transcription Supermix (Bio-Rad, #1708840) according to the manufacturer’s protocol. cDNA was diluted 1:5. Each quantitative PCR (qPCR) reaction contains 1 μl of diluted cDNA, 0.6 μl of forward-reverse primer mix (10 μM each primer), 7.5 μl of qPCR SYBER Green Master Mix (Primer Design, #Z-PFAST-LR-SY), and 5.9 μl of water. Reactions were performed in a qPCR-compatible 96-well plate and ran on a QuantStudio 3 Applied Biosystems thermocycler with the following conditions: hold stage at 95°C for 20 s, followed by 40 cycles of 1 s at 95°C, 20 s at 60°C, 1 s at 95°C. The melting curve stage was performed at 60°C for 2 s followed by 95°C for 1 s. QuantStudio Design & Analysis Software v1.4.1 was used to process qPCR data. Primer sequences are listed in table S3.

### HiBiT-CXCL10 knock-in cell line generation

We used the Alt-R CRISPR HDR Design Tool to design homology-directed repair (HDR) donor oligos and guide RNAs (gRNAs) targeting the genes of interest. Donor oligos and gRNA sequences are listed in table S3. The CRISPR RNA was mixed with tracrRNA (IDT, #1075927) to make gRNA complex at 50 μM final concentration. The gRNA complex was combined with Cas9 nuclease (IDT, #1081058) to form an RNP complex at final concentrations of 2 μM Cas9 nuclease and 2.4 μM gRNA. MCF10A cells (1 × 10^5^) were resuspended in Opti-MEM (Thermo Fisher Scientific, #31985070) and mixed with the RNP complex and HDR donor oligo in a total volume of 100 μl. The mixture was transferred to 0.2-cm gap electroporation cuvettes (Bio-Rad, #1652086) and electroporated using a Nepagene21 electroporator. After electroporation, MCF10A cells were transferred to culture medium containing 1 μM HDR Enhancer V2 (IDT, #10007910) for 48 hours. Single-cell clones were subsequently obtained by limiting dilution. Genomic DNA was extracted from prospective clones and subjected to PCR using detection primers. Detection primers were listed in table S3. PCR products were sequenced to confirm the desired editing.

### Epigenetic inhibitor screen

MCF10A HiBiT-CXCL10 knock-in cells (2000) were seeded in 50-μl media in each well of 96-well white plate (SPL, #30196) overnight. The day after, DMSO or epigenetic inhibitors were added at a final concentration of 1 μM for 3 days. On day 4, 1 mM HU was added to HU-treated wells for 24 hours, whereas no HU was added to DMSO/epigenetic inhibitor only for control. After incubation time, 50 μl of supernatant was withdrawn from each well and transferred to a new 96-well white plate. The supernatant was mixed with HiBiT extracellular detection at 1:1 ratio according to the manufacturer’s protocol (Promega, #N2420). The remaining cells in 50-μl culture medium were subjected to CellTiter-Glo (CTG) detection for viability (Promega, #G7572). Luminescence readout was obtained with a Tecan Spark plate reader.

### siRNA transfection

The siRNAs used in this study were listed in table S3. The transfection complex containing siRNA and Lipofectamine RNAiMAX Reagent (Thermo Fisher Scientific, #13778-075) were mixed with 5 × 10^5^ MCF10A cells and seeded to a six-well plate at a final siRNA concentration of 25 pmol.

### Western blotting

Following procedures previously described in (*67*), we lysed cells with Pierce radioimmunoprecipitation assay (RIPA) buffer (Thermo Fisher Scientific, #89901) supplemented with Halt Protease and Phosphatase Inhibitor (Thermo Fisher Scientific, #78442) on ice for 30 min. The samples were quantified using a Pierce Bicinchoninic Acid (BCA) assay (Thermo Fisher Scientific, #23225). Samples of at least 20 μg of protein were run on tris-glycine polyacrylamide gel electrophoresis (PAGE) gel. Proteins from the gel were transferred to polyvinylidene difluoride membrane (Bio-Rad, #1620177) overnight at 150 mA at 4°C. Membranes were blocked for at least 30 min in 5% bovine serum albumin (BSA)/tris-buffered saline with 0.1% Tween (TBST) and incubated with the primary antibody (1% BSA in TBST) overnight. The following day, membranes were incubated with either anti-mouse (GE, #NXA931V) or anti-rabbit (GE, #NA9340V) secondary antibodies for 1 hour at room temperature (RT). Chemiluminescent reagents (Millipore, #WBKLS0500) were applied to the membrane, and Western blot images were developed using a film developer (Konica Minolta Film Processor) using a film (Konica Minolta, #A9KN) or a digital ChemiDoc imaging system (Bio-Rad, #12003153). Antibodies used in Western blotting were listed in table S3.

### Immunofluorescence staining

This protocol was used to detect and quantify SDMA, Rad51, γH2AX, and PRMT5 by microscopy. MCF10A cells (5000) were seeded into each well of 96-well clear bottom black plate (Corning, #353219). If siRNA was used in combination with HU, the protocol was outlined in siRNA treatment. Before staining, the cells were washed with phosphate-buffered saline (PBS) and fixed in 4% formaldehyde or 100% ice-cold methanol for 10 min. After washing with PBS, cells were permeabilized with 0.1% Triton X-100 in PBS for 10 min. The cells were again washed with PBS and blocked with 5% BSA in PBS for 30 min. The primary antibodies were diluted to 1:1000 in 5% BSA in PBS. The plates were then incubated at RT for 1 hour. The cells were then washed with PBS containing 1% Tween 20 (PBST) and incubated for approximately 1 hour in the dark with fluorescently conjugated secondary antibodies (1:1000 dilution). After washing the cells again with PBST, equal amounts of PBS were added to each well of a 96-well plate, which was then filled with equal amounts of PBS. The plate was read on a PerkinElmer Operetta following the protocol described in the Operetta manual. The Harmony software (version 4.0) was used for the assay setup and subsequent image analysis. This software enables the specific analysis of the nucleus, cytoplasm, and cell membranes. GraphPad Prism 9 was used to present the data as violin plots. Antibodies used in immunofluorescence staining were listed in table S3.

### Nuclear and cytoplasmic fractionation

Cells were collected by trypsinization and washed once in PBS. Buffer A [10 mM Hepes (pH 7.9), 10 mM KCl, 0.1 mM EDTA, 0.1 mM EGTA, 1 mM dithiothreitol (DTT), 1× Halt Protease and Phosphatase Inhibitor (Thermo Fisher, #78442)] were added to the cell pellets and incubated on ice for 5 min. Pellets were resuspended in buffer A gently using cut yellow tips. NP-40 was added to a final concentration of 0.5% and mixed by vortexing with 5-s high speed followed by 5-s low speed and then put on ice for 1 min and mixed by vortexing 5-s high speed. Using the swing-out rotor centrifuge, we centrifuged the samples at 2000*g* for 5 min at 4°C. The supernatant collected was the cytoplasmic fraction, which was clarified by high-speed centrifuge (15,000*g*, 15 min, 4°C). The remaining nuclear pellets were washed in 500 μl of buffer A without resuspension followed by centrifugation at 2000*g* for 5 min at 4°C in a swing-out rotor centrifuge. The nuclei were extracted using Pierce RIPA buffer (Thermo Fisher Scientific, #89901) supplemented with 1× Halt Protease and Phosphatase Inhibitor (Thermo Fisher Scientific, #78442), 2 mM MgCl_2_, and benzonase (50 U/ml) (Sigma-Aldrich, #E8263) and incubated for 30 min at 4°C. Samples were subjected to sonication at 4°C by the Bioruptor Pico device (Diagenode). The nuclear fraction was clarified by high-speed centrifuge (15,000*g*, 15 min, 4°C). Protein in extracted nuclear and cytoplasmic fractions was quantified using the Pierce BCA Protein Assay Kit - Reducing Agent Compatible (Thermo Fisher Scientific, #23250) according to the manufacturer’s protocol. Samples were run on SDS-PAGE gels and transferred as described for Western blotting.

### Mass spectrometry

MCF10A cells were treated with 1 μM SGC2096a (a negative control for GSK591), 1 mM HU, or 1 mM HU + 1 μM GSK591 for 6 days in biological quadruplicates. The medium was replaced with fresh medium supplied with respective drugs after 3 days. Cells were lysed in IP buffer [10 mM tris (pH 7.5), 150 mM NaCl, 0.5% NP-40, 0.25% sodium deoxycholate, 0.5 mM EDTA (pH 8), 2 mM MgCl_2_, benzonase (50 U/ml) (Sigma-Aldrich, #E8263), 1× Halt Protease and Phosphatase Inhibitor Cocktail (Thermo Fisher Scientific, #78442)] for 30 min at 4°C. Lysates (1.5 mg) were incubated with 20 μl of posttranslational modification (PTM)–conjugated beads (Cell Signaling Technology, #13563). The beads were washed three times in lysis buffer and eluted in 2× NuPAGE lithium dodecyl sulfate (LDS) sample buffer (Thermo Fisher Scientific, #NP0007) with 2.5% β-mercaptoethanol. Sample preparation and MS analysis were performed essentially as previously described (*68*). Briefly, eluted samples were separated on a 12% NuPAGE bis-tris precast gel (Thermo Fisher Scientific) for 10 min at 170 V in 1× Mops buffer, followed by gel fixation using the Colloidal Blue Staining Kit (Thermo Fisher Scientific). For in-gel digestion, samples were destained in destaining buffer (25 mM ammonium bicarbonate; 50% ethanol) and reduced in 10 mM DTT for 1 hour at 56°C followed by alkylation with 55 mM iodoacetamide (Sigma-Aldrich) for 45 min in the dark. Tryptic digest was performed in 50 mM ammonium bicarbonate buffer with 2 μg of trypsin (Promega) at 37°C overnight. Peptides were desalted on StageTips and analyzed by nanoflow liquid chromatography on an EASY-nLC 1200 system coupled to a Q Exactive HF mass spectrometer (Thermo Fisher Scientific). Peptides were separated on a C18 reversed-phase column (25 cm long, 75 μm inner diameter) packed in-house with ReproSil-Pur C18-AQ 1.9 μm resin (Dr. Maisch). The column was mounted on an Easy Flex Nano Source and temperature-controlled by a column oven (Sonation) at 40°C. A 105-min gradient from 2 to 40% acetonitrile in 0.5% formic acid at a flow of 225 nl/min was used. Spray voltage was set to 2.2 kV. The Q Exactive HF was operated with a TOP20 MS/MS spectra acquisition method per MS full scan. MS scans were conducted with 60,000 resolution at a maximum injection time of 20 ms and MS/MS scans with 15,000 resolution at a maximum injection time of 50 ms. Raw files were analyzed with MaxQuant (*69*) version 1.5.2.8 with MaxLFQ quantification (*70*). Carbamidomethylation on cysteines was set as fixed modification, while methionine oxidation, protein N-acetylation, and arginine dimethylation were considered as variable modifications. Search results were filtered with a false discovery rate of 0.01, with the match between runs option activated. LFQ quantitation was based on unique and razor peptides for protein groups with at least two ratio counts. The resulting protein group table was further processed with an in-house script to exclude contaminants (based on the MaxQuant contaminant list), reverse hits, and proteins that were only identified by a modified peptide. Missing values were imputed based on normally distributed values corresponding to the percentage of missing values in each sample for proteins that were quantified in all four biological replicates of at least one treatment condition.

### Cell cycle analysis

MCF10A cells were seeded in a 96-well black plate with a clear flat bottom (Corning, #353219) at 5000 cells per well. Three wells were used for each treatment for 24 hours or 6 days. For 6-day time point, the cells were passaged in between if they became confluent. 5-ethynyl 2´-deoxyuridine (EdU) was detected according to the manufacturer’s protocol (Click Chemistry Tools, #1385). Hoechst staining was used to quantify the DNA content. Subsequent imaging and analysis were performed on a PerkinElmer Operetta, as described in the “Operetta” section. Cell cycle distribution was determined by plotting the log_10_ EdU median intensity against the Hoechst sum intensity.

### IFN ELISA assay

The VeriPlex Human Interferon 9-Plex ELISA Kit was used according to the manufacturer’s protocol (PBL Assay Science, #51500). The plate was imaged using the Azure imaging system. Quantitative analysis of cytokine expression levels was performed using the Q-View software (Quansys Bioscience).

### Proximity ligation assay

After siRNA transfection, 5000 MCF10A cells were seeded into a 96-well black plate with a clear flat bottom (Corning, #353219). After 24 hours, cells were treated with HU for 48 hours before fixation. The PLA for PRMT5 and ZNF326 was performed according to the manufacturer’s protocol (#DUO92101; Sigma-Aldrich).

### ZNF326-expressing cell line generation

DNA for WT ZNF326 or ZNF326 R173K and R175K with modified siRNA recognition sequence was synthesized by Twist Bioscience. DNA was cloned into pMSCVpuro vector (Takara Bio). pMSCVpuro empty vector or with WT ZNF326 or ZNF326 R173K and R175K was cotransfected with retroviral packaging plasmids to human embryonic kidney (HEK) 293T cells. Supernatants from transfected HEK293T cells were collected, filtered through 0.45-μm filter (Sartorius Minisart, #16537), and concentrated using LentiX concentrator (Clontech Laboratories, #631231). MCF10A cells were transduced with concentrated supernatant supplied with polybrene (10 μg/ml) (Sigma-Aldrich, #TR-1003G) for 24 hours and changed to MCF10A culture medium afterward. Puromycin (1 μg/ml) (Gibco, #A1113803) was added 48 hours after transduction to select successfully transduced cells. Lentiviral transduction induced high ISG expression; therefore, ISG expression in response to HU could be detected 2 to 3 weeks after puromycin selection.

### Statistical analysis

The details are provided in the figure legends. Combined biological independents are expressed as the mean ± SEM. Statistical analyses were performed using GraphPad Prism version 9.

## Supplementary Materials

### This PDF file includes:

Figs. S1 to S5 Table S3 Legends for tables S1 and S2 Uncropped Western blots

# Supplementary material for: A PRMT5-ZNF326 axis mediates innate immune activation upon replication stress
**Source:** Sci Adv. 2024 Jun 5;10(23):eadm9589. doi: 10.1126/sciadv.adm9589
**Supplement:** Supplementary file 1 — Figs. S1 to S5 Table S3 Legends for tables S1 and S2 Uncropped Western blots

Supplementary Materials for
**A PRMT5-ZNF326 axis mediates innate immune activation upon
replication stress**

Phuong Mai Hoang *et al.*

Sci. Adv. **10**, eadm9589 (2024)
DOI: 10.1126/sciadv.adm9589

The PDF file includes:

Figs. S1 to S5
Table S3
Legends for tables S1 and S2
Uncropped Western blots

Other Supplementary Material for this manuscript includes the following:

Tables S1 and S2

Supplementary figures

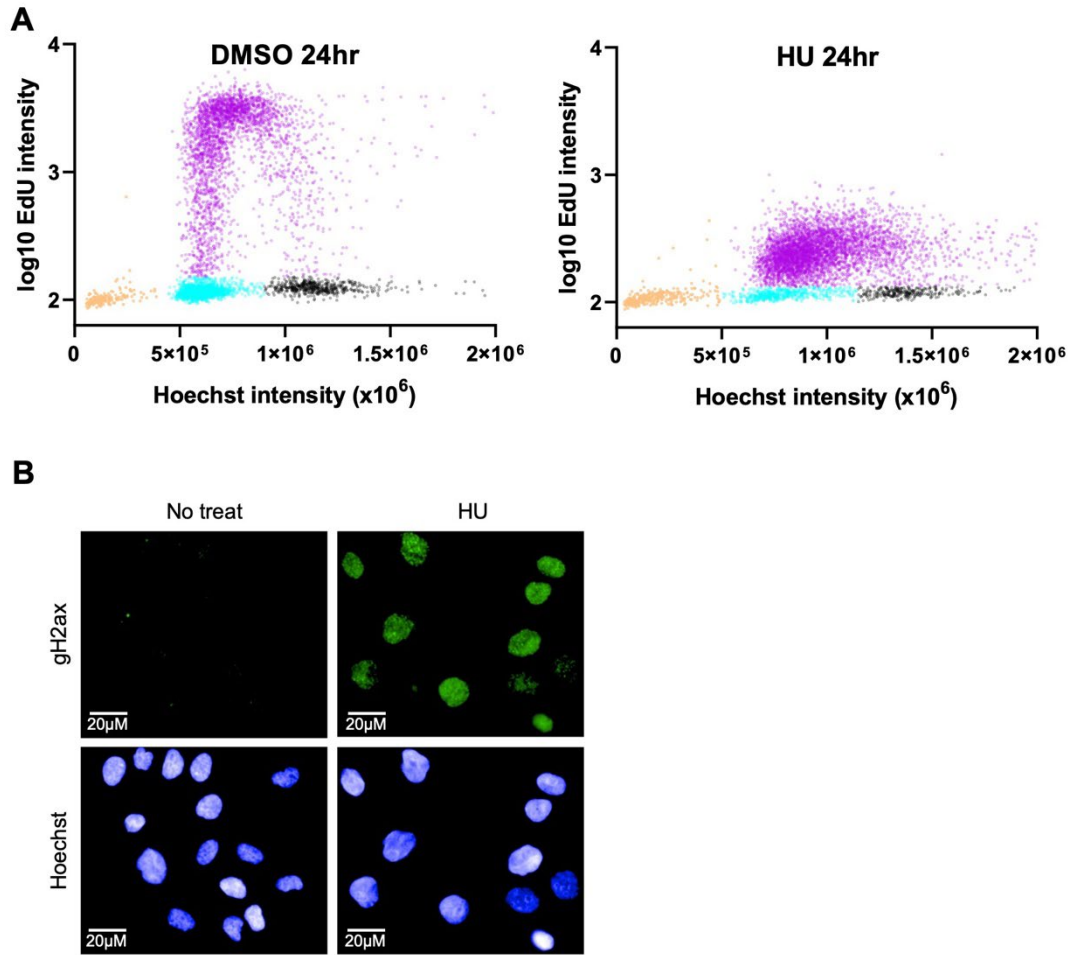

Fig. S1- HU caused cell cycle arrest and DNA damage after 24 hours exposure. A. Cell cycle profile of MCF10A cells treated with DMSO or HU (1mM) for 24 hours. **B.** MCF10A cells treated with DMSO or HU (1mM) for 24 hours and stained for gH2Ax and Hoechst. Images were captured using operetta system.

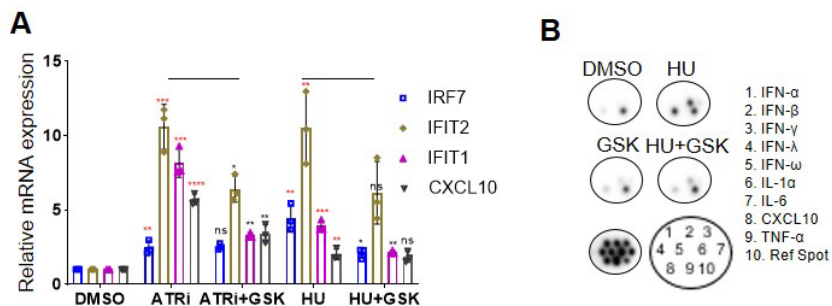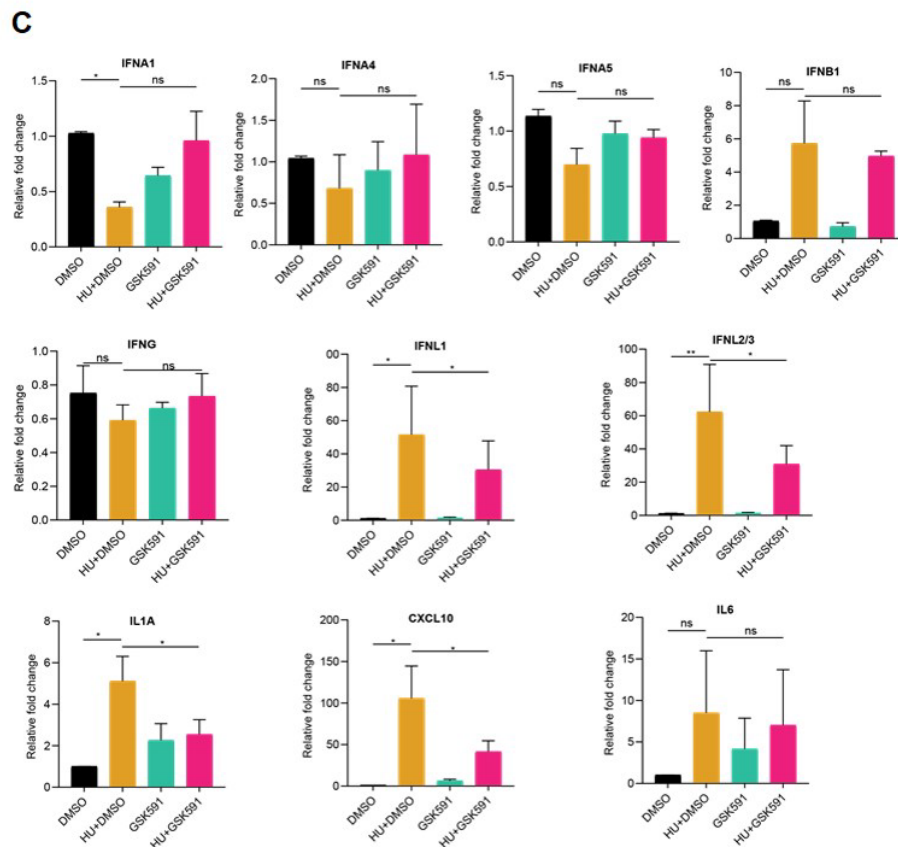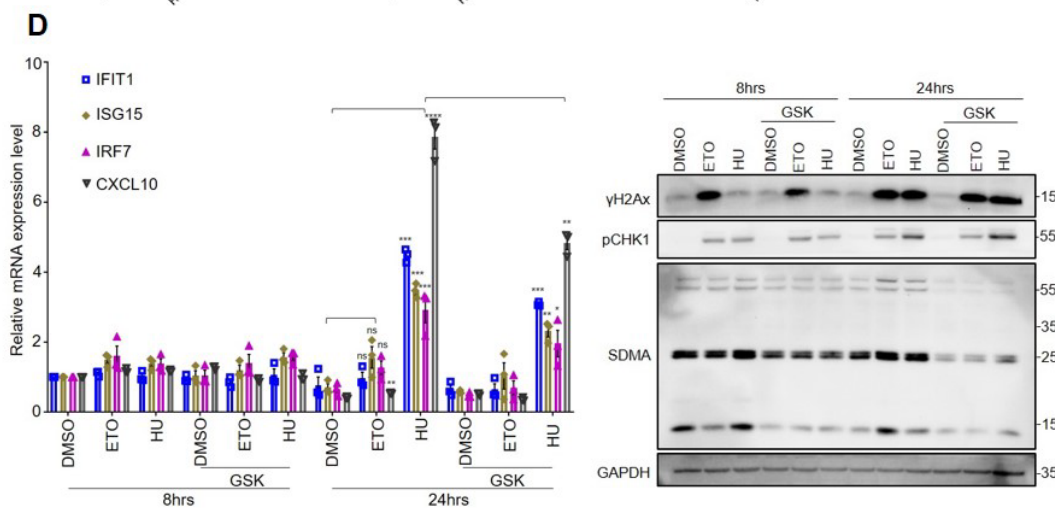

Fig. S2: RS induces a PRMT5 – dependent interferon stimulated gene expression pattern.

A. qPCR of MKN7 gastric cancer cell line treated with DMSO, HU (1mM), HU (1mM)+GSK591 (1μM), ATR inhibitor AZD6738 (ATRi) (5μM) or ATRi (5μM)+GSK591 (1μM) for 4 days. Statistical significance was analyzed by unpaired Student t test of values obtained from 3 independent experiments. *p ≤0.05, **p ≤0.01, *** p ≤ 0.001, **** p ≤ 0.0001, ns= not significant. Red * shown statistical difference between MKN7 treated with DMSO versus ATRi or HU. Black * shown statistical difference between MKN7 treated with ATRi versus ATRi + GSK591 or HU versus HU+GSK591. **B.** Representative image from multiplex elisa for interferons and cytokines from supernatants of MCF10A cells treated with DMSO, HU (1mM), GSK591 (1μM), HU (1mM)+GSK591 (1μM) for 6 days. **C.** qPCR of MCF10A cells treated with DMSO, HU (1mM) GSK591(1μM), HU (1mM)+GSK591 (1μM) for 6 days. Statistical significance was analyzed by unpaired Student t test of values obtained from 3 independent experiment. *p ≤0.05, **p ≤0.01, *** p ≤ 0.001, ns= not significant. **D.** Left- qPCR of MCF10A cells treated with single agent DMSO, Etoposide (ETO) (5μM), HU (1mM) or in combination with GSK591 (1μM) for 8 hours or 24 hours. Statistical significance was analyzed by unpaired Student t test of values obtained from 3 independent experiments. Statistical significance was analyzed by unpaired Student t test of values obtained from 3 independent experiment. *p ≤0.05, **p ≤0.01, *** p ≤ 0.001, **** p ≤ 0.0001 ns= not significant. Right- Western blot of MCF10A cells treated as in (A) and blot for γH2Ax, pCHK1, SDMA and GAPDH.

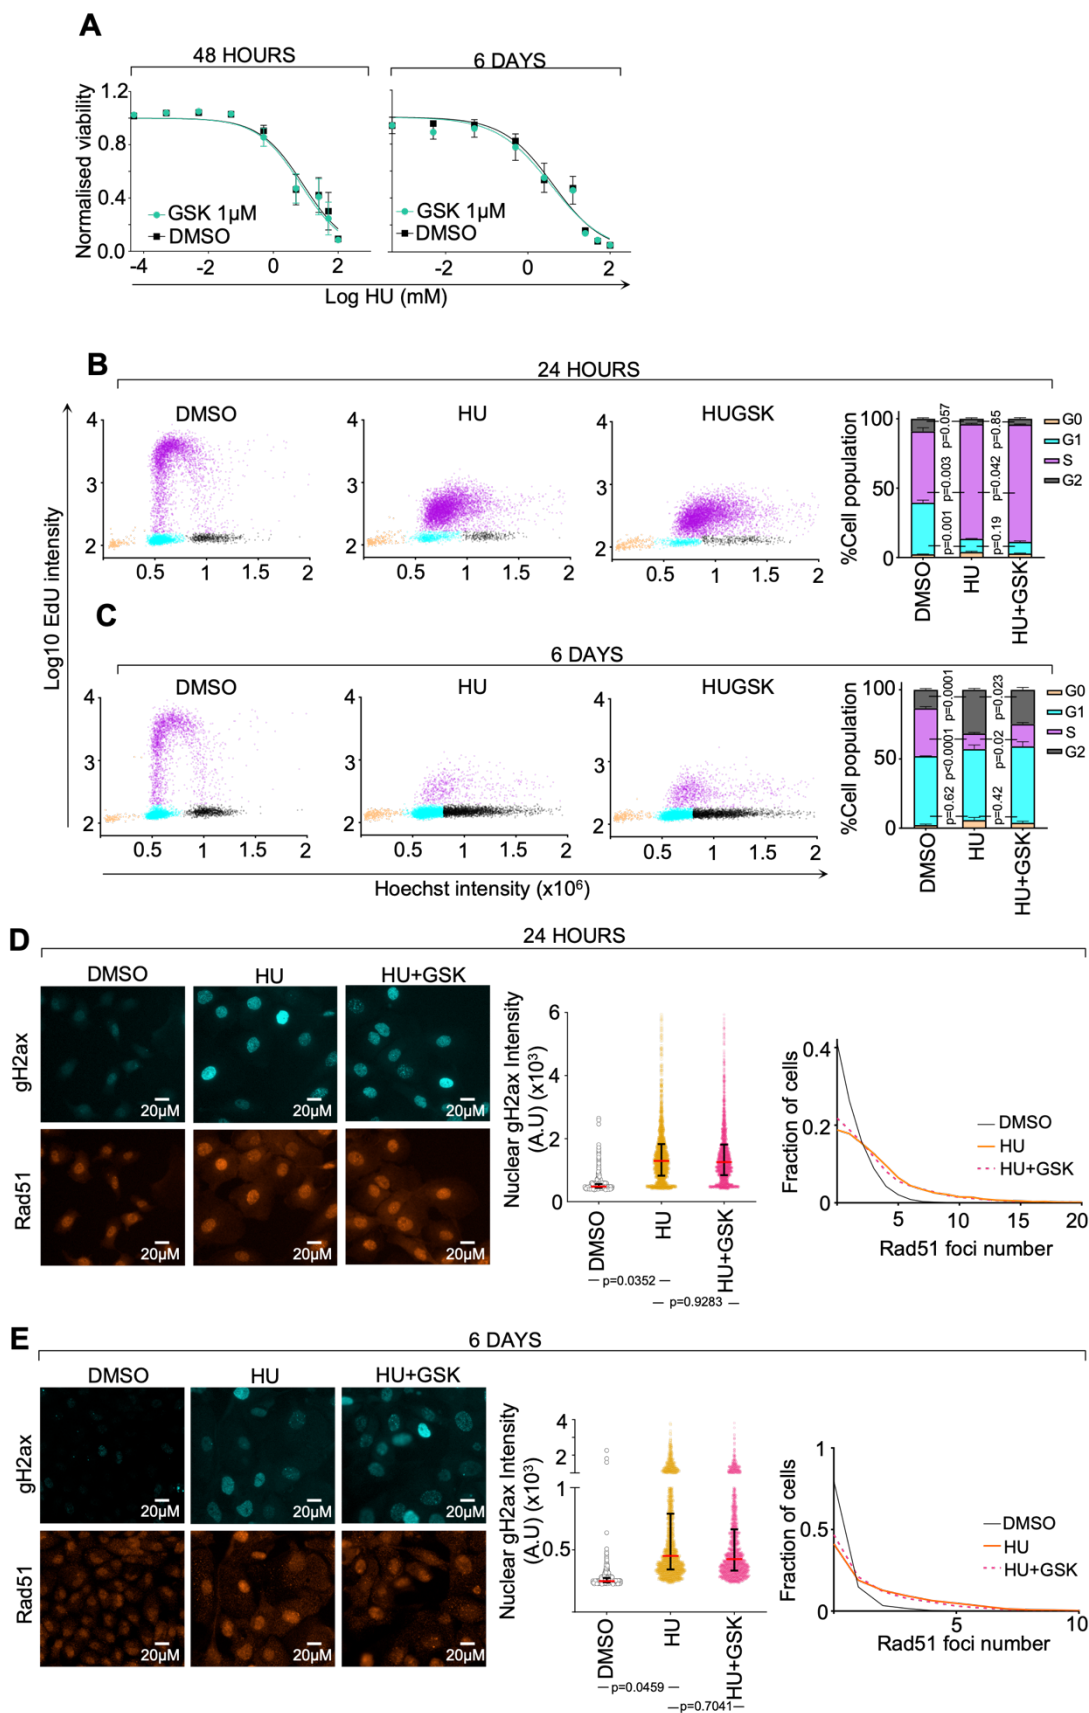

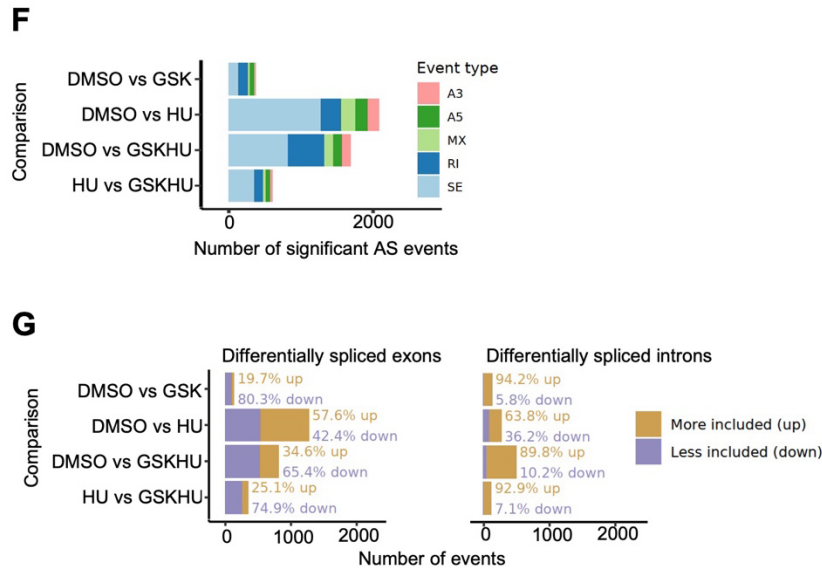

Fig. S3: PRMT5 is dispensable for other HU-induced phenotypes. A. Cell viability of MCF10A treated with different concentration of HU with/ without GSK591 1 μ M for 48 hours or 6 days, respectively. **B, C.** Left - Cell cycle profile of MCF10A cells treated with DMSO, HU (1mM) or HU (1mM)+GSK591 (1 μ M) for 24 hours or 6 days, respectively. Right – Bar graphs represent percentage of cell in each phase of cell cycle. p value was analyzed by unpaired Student t test of median values obtained from 3 independent experiments. **D, E.** Left - MCF10A cells treated with DMSO, HU (1mM) or HU (1mM)+GSK591 (1 μ M) for 24 hours (D) or 6 days (E), respectively and stained for gH2Ax and Rad51. Images were captured and analysed using operetta system. Representative images in one of three independent experiment are shown. Middle - Violin plots displaying the nuclear gH2Ax staining intensity of at least 1000 cells for each treatment. p value was analyzed by unpaired Student t test of median values obtained from 3 independent experiments. Right - Histogram displaying Rad51 foci distribution from at least 1000 cells for each treatment. **F.** Pairwise comparison between DMSO, HU (1mM), GSK591 (1 μ M), HU (1mM)+GSK591 (1 μ M) for 24 hours in term of number of significant alternative splicing events. **G.** Bar graph to summarise differentially spliced exons (left) and differentially spliced introns (right) significant events with inclusion/ exclusion subtypes in each pairwise treatment comparison.

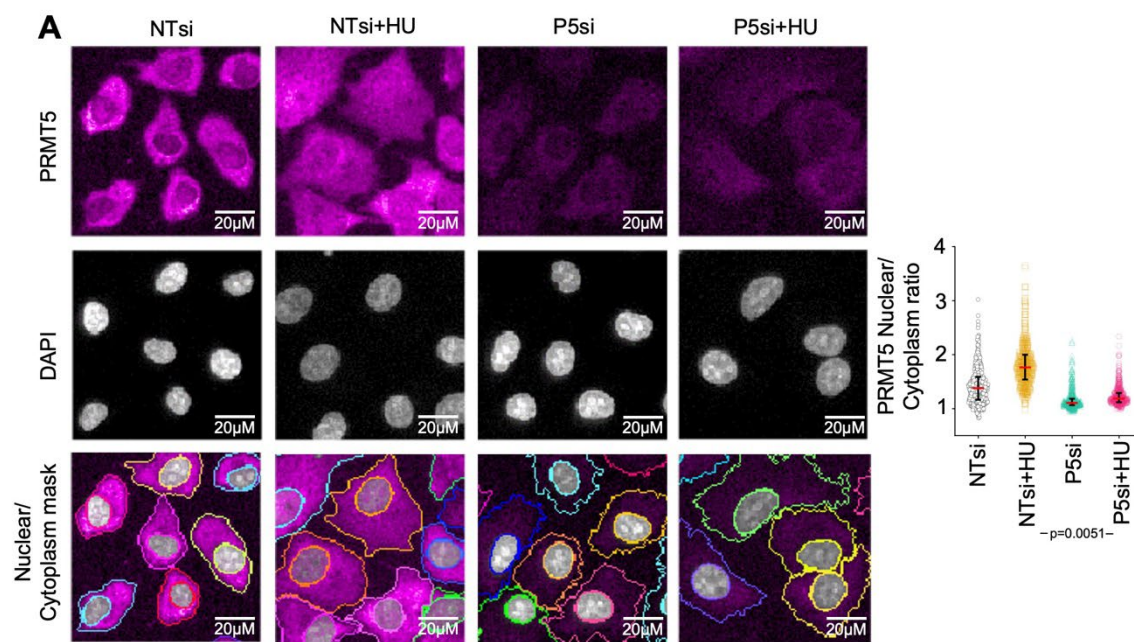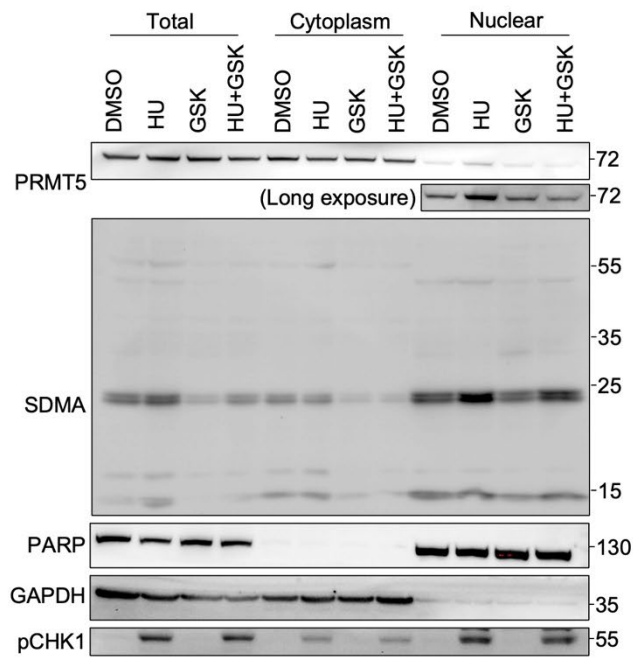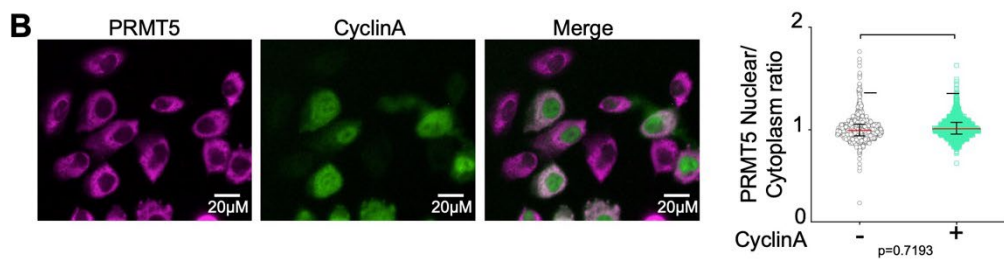

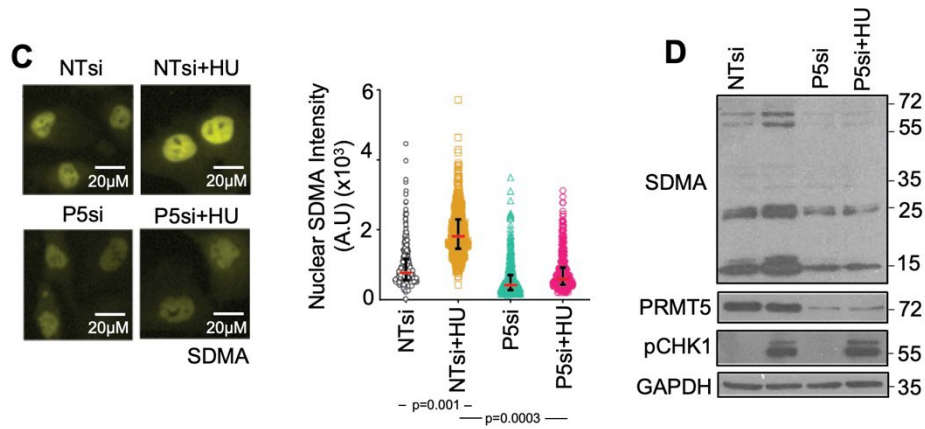

Fig. S4: HU leads to an increase in nuclear SDMA. **A.** Upper- Left-Control siRNA or PRMT5 siRNA transfected MCF10A cells +/- HU (1mM, 24hrs) were stained for PRMT5. Images were captured and analysed using operetta system. DAPI staining represents the nucleus. Nuclear and cytoplasmic boundaries for individual cells are denoted by masks. Representative images in one of three independent experiment are shown. Right- ratio for nuclear PRMT5 staining intensity over cytoplasmic PRMT5 staining intensity from at least 1000 cells treated as in left panel. Lower – Western blot of nuclear and cytoplasmic fractions from MCF10A cells treated with DMSO, HU (1mM, 24hrs), GSK591(1µM, 24hrs), HU (1mM, 24hrs)+GSK591 (1µM, 24hrs). 20µg protein were loaded in each sample with the lysate loading volume ratio of approximately 4 cytoplasm fraction:1 nuclear fraction in equal initial extraction volume. **B.** Left- MCF10A cells +/- HU (1mM, 24hrs) and co-stained for PRMT5 and Cyclin A. Images were captured and analysed using operetta system. Right- A violin plot displaying the ratio for nuclear PRMT5 staining intensity over cytoplasmic PRMT5 staining intensity in cyclin A+ versus cyclin A- population in no treatment group. **C.** Left- Control siRNA or PRMT5 siRNA transfected MCF10A cells +/- HU (1mM, 24hrs) were stained for SDMA. Images were captured and analysed using operetta system. Representative images in one of three independent experiment are shown. Right- A violin plot displaying the nuclear SDMA staining intensity from at least 1000 cells per treatment as in left panel. **D.** Representative western blot for MCF10A cells treated as in (C) from 3 independent experiments. **E.** Left- Hela cells treated with DMSO, HU (1mM, 24hrs), GSK591 (1µM, 24hrs), HU (1mM, 24hrs)+GSK591 (1µM, 24hrs) and stained for SDMA. Images were captured and analysed using operetta system. Right- A violin plot displaying the nuclear SDMA staining intensity from at least 1000 cells per treatment as in left panel. **F.** Left- MCF10A cells treated with DMSO, HU (1mM, 24hrs), GSK591 (1µM, 24hrs), HU (1mM, 24hrs)+GSK591 (1µM, 24hrs) and stained for Y12. Images were captured and analysed using operetta system. Right- A violin plot displaying the nuclear SDMA staining intensity from at least 1000 cells per treatment as in left panel.

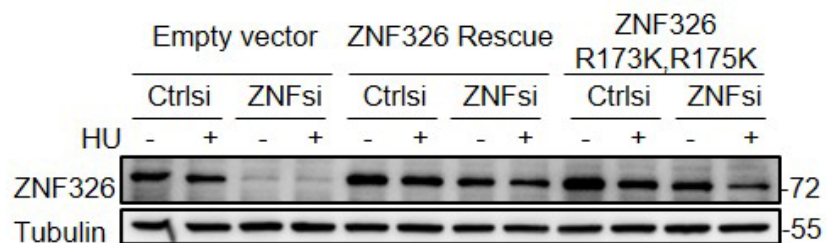

Fig. S5: Generation of MCF10A expressing wild-type ZNF326 or ZNF326 with mutation of arginine residues 173 and 175 to lysine. Western blot of MCF10A cells with empty vector, wild-type ZNF326 or ZNF326 with mutation of arginine residues 173 and 175 to lysine constructs transfected with control siRNA or ZNF326 siRNAs +/- HU (1mM) and blot for ZNF326 and Tubulin.

Table S3. List of materials used in this study

qPCR primers					
Primer		Sequence			
18S_R		CCA TCC AAT CGG TAG TAG CG			
18S_F		GTA ACC CGT TGA ACC CCA TT			
CXCL10_F		CCA CGT GTT GAG ATC ATT GCT			
CXCL10_R		TGC ATC GAT TTT GCT CCC CT			
IFIT1_F		ACA CCT GAA AGG CCA GAA TG			
IFIT1_R		GGT TTT CAG GGT CCA CTT CA			
IFIT2_F		GCA CTG CAA CCA TGA GTG AGA			
IFIT2_R		AAG GAG TTT TCT CCC TCC ATC AAG			
IFIT3_F		CTG GGT GGA AAC CTC TTC AGC			
IFIT3_R		TGA CCT CAC TCA TGA TGG CTG TT			
IFIT2_F		GCA CTG CAA CCA TGA GTG AGA			
IFIT2_R		AAG GAG TTT TCT CCC TCC ATC AAG			
IFIT3_F		CTG GGT GGA AAC CTC TTC AGC			
IFIT3_R		TGA CCT CAC TCA TGA TGG CTG TT			
IRF7_F		CCA CGC TAT ACC ATC TAC CTG G			
IRF7_R		GCT GCT ATC CAG GGA AGA CAC A			
HDR donors					
Name		Sequence			
HiBit CXCL10 Donor		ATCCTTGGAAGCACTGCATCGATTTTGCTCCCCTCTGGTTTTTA-HiBit sequence-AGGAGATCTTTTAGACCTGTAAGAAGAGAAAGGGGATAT A			
HDR crRNAs					
Name		Sequence			
HiBit CXCL10 crRNA		TTTGCTCCCCTCTGGTTTTA			
HDR Detection primers					
Primers		Sequence			
CXCL10_HiBit_F		GGTTTTAGCTAATCTTCTTGAACAGCCG			
CXCL10_HiBit_R		GAAGAGATGTCTGAATCCAGAATCGAAG			
siRNAs					
Target		Catalog #			
ZNF326#1		s195972			
ZNF326#2		J-019269-05-0002			
PRMT5		sc-41073			
Non-targeting Control Pool		D-001810-10			
Antibodies					
Target	Company	Catalog #	Dilution-WB	Dilution-IF	Fixation-IF
Alpha Tubulin	Santacruz	sc-5286	1/1,000		
Cyclin A2	Abcam	ab16726	NA	1/1,000	Methanol
GAPDH	Sigma	G8795	1/10,000		

IRF7	Cell Signaling	13014	1/1,000		
ISG15	Santacruz	sc-166755	1/1,000		
pCHK1 (S345)	Cell Signaling	2348	1/1,000		
phist h2ax (S139)	Merck	05-636	NA	1/1,000	4% PFA
PARP1	Santacruz	sc-74470	1/1,000		
PRMT5	Abcam	ab109451	1/10,000	1/1,000	Methanol
RAD51	Abcam	ab133534	NA	1/1,000	4% PFA
SDMA	Cell Signaling	13222	1/1,000	1/1,000	4% PFA
STAT1 p84/p91	Santacruz	sc-464	1/1,000		
Y12	Professor Joan A. Steitz's laboratory			1/1,000	Methanol
ZNF326	Santacruz	sc-390606	1/1,000		

Other Supplementary Materials for this manuscript include the following:

Table S1: DESeq2 and GSEA analysis for MCF10A +/-HU (1mM) for 24 hours

Table S2: Mass spectrometry analysis for relative enrichment of SDMA immunoprecipitated proteins and peptides.

118   Uncropped blots for Figure 4E
119

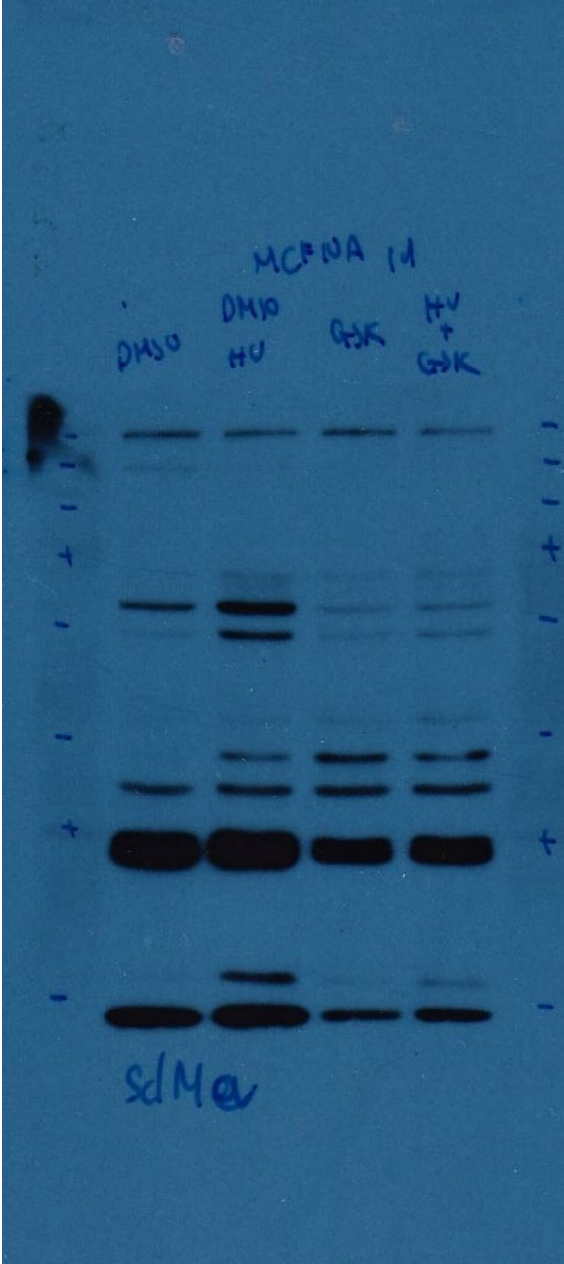

SDMA

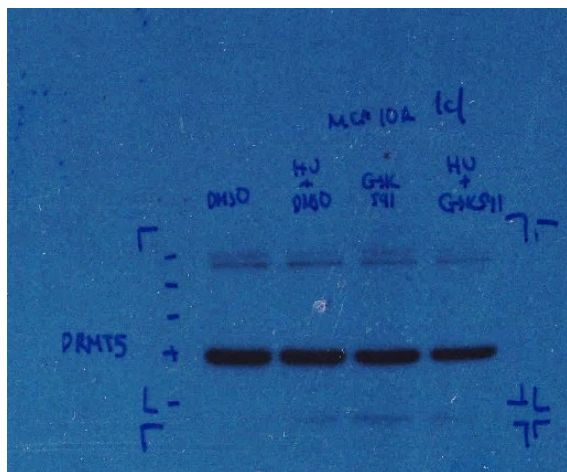

PRMT5

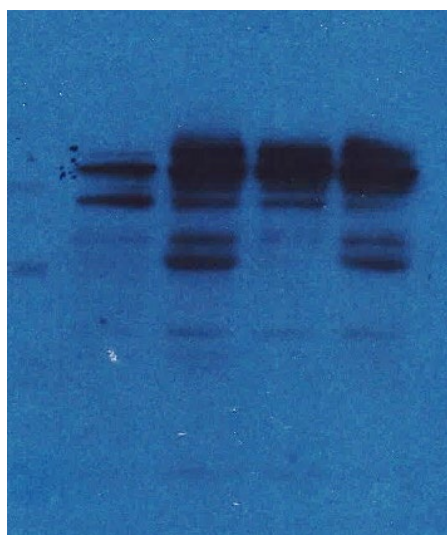

pCHK1

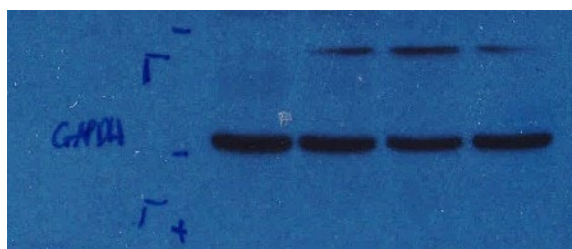

GAPDH

How the deposited data were processed for this re-analysis (not part of the article)

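RNA-seq of MCF10A cells was analysed in 16 libraries, 2 for each of DMSO, 1 mM HU, 1 μM GSK591 and HU + GSK591, after 24 hours and after 6 days. The paper's results use the libraries of 24 hours. The authors deposited 1 table of normalized counts per time point, in which the signal values are reads counted per gene, divided by the authors by a DESeq2 size factor of each library. In the paper's methods, reads were aligned to GRCh38 with STAR, counted with TEcount and compared with DESeq2, and gene sets were tested with fgsea. The submitters' processing notes name FastQC, Trimmomatic, STAR, DESeq2 and hg19, and give no versions. The tables carry gene symbols only, so the assembly and annotation behind the counts stay open. Coordinates in the text come from the GENCODE annotation of GRCh38. The 6-day table held 18828 rows, of which 297 were given current symbols. Each table holds only genes whose reads over the 8 libraries sum to at least 17. All per-sample columns were mapped to a sample by their names.

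At 6 days the DMSO libraries held 59359879 and 64143080 reads, the HU libraries 67662565 and 71587993, the GSK591 libraries 56428219 and 62775005 and the HU + GSK591 libraries 61963924 and 64289040. The chi-square per gene between the libraries of a group was 40.5, 26.4, 36.1 and 17.3 in the same order, so no library is a copy of another. The 2 tables were normalized separately. Genes and gene sets were tested within a table only, and between the tables only shares of the reads of a library were set side by side. Log2(normalized count + 1) was fitted with limma (version 3.58.1 in R 4.3.3) with lmFit, contrasts.fit and eBayes with a trend, over the 4 groups of a time point together, for 14914 genes at 24 hours and 16189 at 6 days with a mean of at least 10 normalized counts. All p values of single genes were adjusted by the Benjamini-Hochberg method over the genes tested, and an adjusted p under 0.05 counts as a call. The study's threshold of a log2 fold change past 1 was added where named. The comparisons were HU versus DMSO, HU + GSK591 versus HU, GSK591 versus DMSO, and the interaction of both treatments, with HU + GSK591 versus DMSO added later.

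Gene sets were tested with camera of limma, with a preset correlation of 0.01 between genes, and adjusted over the lists with at least 5 measured members. The 25 lists cover ISGs, the interferon genes, the genes of the study's heatmaps, nucleic acid sensing, antigen presentation, inflammatory genes, p53 targets, DNA replication, replication-dependent histones, mitosis, ribosome biogenesis, ribosomal proteins, cholesterol synthesis, the unfolded protein and ATF4 responses, arginine methylation, Sm and LSm proteins, endogenous retroviruses by gene symbol, epidermal differentiation, and markers of basal and luminal epithelium, fibroblasts, blood cells and gastric epithelium. RNAs listed as nuclear-retained, among them SNHG12, a host gene of small nucleolar RNAs, were included as signs of RNA quality. So were RNAs of the mitochondrial genome, of which 0 of 13 were measured. Genes are named in the text if the study names them, if they are among the 8 with the largest change up or down in a comparison (called, with a mean of at least 100 normalized counts and no overlap between the libraries of the groups), if they are among the up to 4 members of a list with the smallest p, or if they are the first 5 of table S1. Members that went against their list, members behind small counts, and genes that DESeq2 or a left-out library called, are named as well and were chosen after their values had been seen.

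Alternatives were pseudocounts of 0.5 and 10, a least mean of 50 and no filter, scaling to equal totals, quantile normalization, the 4 libraries of the compared groups alone, a block for the replicate number, edgeR 4.0.16 (quasi-likelihood test with TMM) and DESeq2 1.42.0 on the whole reads recovered from the normalized counts (100% of the values), each library left out in turn, and for the sets camera with an estimated correlation, fry, fgsea 1.28.0 (10000 permutations, seed 1) and the ISGs without the heatmap genes. Where a library was left out, the lone library of its group is assumed to vary like those of the other groups. The fit was tested on simulated data in which 50 genes each were changed by 1.25, 1.5, 2 and 4-fold. For HU versus DMSO at 24 hours it called 0%, 34%, 74% and 94% of them and 0.1% of unchanged genes, and for HU + GSK591 versus HU at 24 hours 8%, 34%, 72% and 86%. For HU versus DMSO at 6 days the shares were 8%, 50%, 66% and 94%, and for HU + GSK591 versus HU at 6 days 0%, 52%, 68% and 92%. Where few genes change, as in the simulation, most changes of 1.25-fold thus pass unseen with 2 libraries per group. The adjusted threshold is less strict where many genes change, as in HU versus DMSO at 24 hours with 7870 calls. The shares do not give the power of such a comparison. Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9 was used for tables and plots.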

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

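The tests of explanations in this part were written before their results were seen, except that the level of ANKRD1, 1 of the genes in the last test, had been seen in HU. The libraries of 6 days, on which the paper does not report, held large differences. In HU versus DMSO, 10182 of 16189 genes were called (5277 higher and 4905 lower at an adjusted p under 0.05 from limma). In HU + GSK591 versus HU, 2777 were called (1286 higher and 1491 lower), with 1187, 972, 913 and 889 without HU replicate 1, HU replicate 2, HU + GSK591 replicate 1 and HU + GSK591 replicate 2. With libraries scaled to equal totals, 62% of these calls were higher instead of 46.3%. In GSK591 versus DMSO, 8146 were called (4233 higher and 3913 lower). For 5118 genes (2229 higher and 2889 lower), the change with GSK591 differed with and without HU by the interaction term, and for 3272 without HU + GSK591 replicate 1.

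The 40 genes of G2 and mitosis stood out in that interaction, where the change with GSK591 was lower with HU than without by a median log2 of −3.36, with 40 of 40 called and the same 40 adjusted over the list alone (adjusted p = 1.28e-24 from camera, adjusted p = 0.369 with an estimated correlation). In HU + GSK591 versus HU they were lower, with 39 of 40 below 0 but only 11 called (17 adjusted over the list alone) and a median of −0.52 (adjusted p = 1.15e-07 from camera, adjusted p = 0.564 with an estimated correlation; −0.31 without HU + GSK591 replicate 1), opposite in sign to GSK591 versus DMSO. Their HU versus DMSO median was 1.05 at 6 days, with 36 higher and none lower (also adjusted over the list alone), and every HU library lay above every DMSO library, whereas at 24 hours every HU library lay below, with a median of −0.39. The difference between the time points was not tested. The share of reads of these genes fell from 24 hours to 6 days in both groups. It was 4996 and then 705 CPM in HU, and 6071 and then 364 CPM in DMSO. In these shares the positive median at 6 days goes with a larger fall in DMSO, not with a rise in HU. The time points are separate sets of libraries, so time cannot be told apart from a difference between the sets. The GSK591 versus DMSO median was 2.74, so the interaction came largely from the libraries without HU. The paper reports S-phase arrest with HU at 24 hours, and G2 arrest with HU and HU + GSK591 at 6 days. The nuclear-retained RNAs had a median of −0.29 in HU versus DMSO at 6 days (−0.14 without DMSO replicate 1 and −0.45 without DMSO replicate 2) and 0.62 at 24 hours, again with the HU libraries on opposite sides of the DMSO libraries and the difference not tested. As a set they were called at neither time (adjusted p = 0.532 at 6 days and 0.105 at 24 hours from camera). At 6 days MALAT1 had −0.01, NEAT1 −0.84, KCNQ1OT1 −1.02 and SNHG12 0.65.

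At 6 days cell cycle genes were higher in GSK591 than in DMSO, with 40 of 40 mitotic genes called (median log2 fold change 2.74, adjusted p = 7.92e-19 from camera, adjusted p = 0.437 with an estimated correlation). Exchanged labels between the DMSO and GSK591 libraries are argued against by the 400 genes called past 1 in HU + GSK591 versus HU, of which 78.8% had the same sign in GSK591 versus DMSO (79.5% of 396 without the cell cycle lists). DMSO cultures that had left the cell cycle cannot be told apart from a further change in GSK591, since the mitotic genes' share of reads at 6 days was 6.0% of that at 24 hours in DMSO but also 36.3% in GSK591, below the range set for a culture that kept cycling, while the share of the DNA replication genes, which that test did not name, lay inside the range in GSK591 (1943 CPM at 6 days and 2602 CPM at 24 hours) but not in DMSO (720 and 2618 CPM). The 8 YAP target genes, which fall at high cell density, had a median of 0.84 in GSK591 versus DMSO (5 higher and 2 lower), which is consistent with denser DMSO cultures, and 1.24 in HU versus DMSO. An effect of GSK591 itself on the cell cycle at 6 days stays open and was not tested. The shares at 24 hours and 6 days come from separate sets of libraries, so time cannot be told apart from a difference between the sets.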

How the results depend on the processing

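With 2 libraries per group, small changes of single genes can go uncalled, and the cause of the changes below was not tested unless stated. Of 202 results on single genes in the text, 150 kept direction and call under every alternative. Of 154 results on lists, 76 did so under every alternative limma fit. Over all alternatives, genes gave 2895 values with the same outcome, 77 that lost a call, 32 that gained one, 19 that changed sign with no call and 1 that changed sign with a call. Lists gave 1761, 62, 38, 99 and 8. The counts for lists leave out camera with an estimated correlation, fry and fgsea, and the ISG sets outside the interaction term. With an estimated correlation, no list had an adjusted p under 0.458 from camera in HU versus DMSO at 24 hours. Calls of ISG sets were lost with an estimated correlation in each of 4 cases (0.53 for HU versus DMSO and −0.14 for HU + GSK591 versus HU at 24 hours, 1.32 and −0.31 at 6 days), and with fry for −0.14 and −0.31, while the median itself is the same by construction. Left-out libraries put these medians at 0.45 to 0.63, −0.21 to −0.09, 1.28 to 1.39 and −0.45 to −0.21, and leaving out the heatmap genes at 0.46, −0.12, 0.98 and −0.27. In HU versus DMSO at 24 hours, genes higher past the threshold of 1 numbered 995 with a least mean of 50, where fewer genes are tested, 930 under quantile normalization and 1435 to 1481 with a library left out. Genes lower past it numbered 180 with total scaling, 672 under quantile normalization and 223 to 425 with a library left out. In HU + GSK591 versus HU at 24 hours, DESeq2 called 38 genes, DESeq2 on the 4 libraries 14, and left-out libraries gave 0 to 557 (557 without HU replicate 1). The interaction gave 0 to 14. The ISG median for GSK591 versus DMSO ran from −0.10 to 0.04 at 24 hours (−0.08 with a call without DMSO replicate 2) and from −0.13 to 0 at 6 days with a library left out, and was 0 with total scaling at 6 days. Of the annotated ERV genes 2 were called, 0 with the 4 libraries of the groups alone, 1 with DESeq2 on those 4, 1 under quantile normalization, 3 with DESeq2 and 0 to 3 with a library left out. At 6 days, left-out libraries gave 889 to 1187 calls in HU + GSK591 versus HU and 3272 to 4638 in the interaction. With a library left out, some medians of lists changed sign at 24 hours with a call before or after. In HU + GSK591 versus HU they ran from −0.06 (without HU replicate 1) to 0.13 for Sm proteins, and from −0.31 to 0.06 and −0.07 to 0.06 (without HU replicate 2) for replication histones and ribosome biogenesis. In GSK591 versus DMSO ribosomal proteins ran from −0.01 (without GSK591 replicate 1) to 0.16. In the interaction the ranges were −0.33 to 0.03 for replication histones and −0.08 to 0.07 for ribosome biogenesis (highest without HU replicate 2), −0.06 (without GSK591 replicate 2) to 0.11 for ribosomal proteins and −0.06 (without HU + GSK591 replicate 2) to 0.10 for cholesterol synthesis. MALAT1 in HU versus DMSO at 6 days went from −0.01 to 0.41 under quantile normalization. Libraries share only the numbers 1 and 2, and nothing says that these mark a batch. Deviations of same-numbered libraries correlated at 0.26 to 0.35 at 24 hours and −0.02 to 0.34 at 6 days. With the replicate number as a block, 9197 genes were called in HU versus DMSO at 24 hours, 3 in HU + GSK591 versus HU at 24 hours and 4311 at 6 days. With that block, nucleic acid sensing (0.40) was not called as a set in HU versus DMSO at 24 hours, the nuclear-retained RNAs (0.62) and ERVK13-1 (0.43) were, 3 ERV genes were called in all, and luminal markers (−0.22) were not called in HU + GSK591 versus HU at 6 days.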

Differences from the paper's values

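Table S1 gives the paper's differential expression for HU versus DMSO at 24 hours, of which the first 1998 of 84550 rows were used here. It lists 64 of the genes named for that comparison. All 64 have the same sign as here, and 62 lie within the larger of the paper's standard error and the one found here. The paper's values come from the same libraries, so the shared sign is not independent evidence. The rows used open with strongly changed genes such as CDKN1A, and weakly changed genes may be missing from this check. For GAS6-AS1 the paper's log2 fold change is 4.65 (standard error 0.19) and the value found here 4.39. Of the alternatives set before the data were examined, a pseudocount of 0.5 (4.43), edgeR (4.46), DESeq2 on all or on the 4 compared libraries (4.47), total scaling (4.51) and leaving out DMSO replicate 1 (4.62) or HU replicate 2 (4.55) come within the error. A pseudocount of 10 (3.86), quantile normalization (3.87), the other filters, the fit of 4 libraries and the block (4.39 each), and leaving out DMSO replicate 2 (4.17) or HU replicate 1 (4.24) do not. For H3C12 the paper's value is −1.37 (standard error 0.15) and the value found here −2.92, with −2.68 to −3.16 under the alternatives, none of which comes within the error. Its reads may be shared with near-identical histone genes.

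At the paper's thresholds, its 1964 genes and ERVs higher and 373 lower stand beside 1556 and 278 genes here, each within 1.5 times of the other. The values here cover only genes with a mean of at least 10 normalized counts. With no filter, 1877 genes were higher and 306 lower. The paper names the IFNA response as the most enriched hallmark set, and among the sets with a score in Table S1 it has the highest of the positive ones. Of the 50 sets, 14 have no score in the copy used here. Over the lists used here, which are not the hallmark sets, normalized enrichment scores from fgsea were 3.08 for the p53 targets, 2.49 for DNA replication and 2.42 for the ISGs, and the largest negative scores were −2.83 for the replication-dependent histones and −2.74 for ribosome biogenesis. In Table S1 the paper's scores are 1.54 for the IFNA response (FDR q 0.148), 1.45 for the p53 pathway and −2.50 for the first set of MYC targets. Among the sets with a score, 3 of 4 with a negative score but 0 of 32 with a positive score have an FDR q under 0.05. The 14 sets without a score are not counted.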

Other observations

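In this part, the test that left out HU replicate 2 and both tests on genes of low abundance were chosen after the results were seen. After 6 days of HU the ISGs were higher, with 70 of 83 higher and 6 lower than in DMSO (the same adjusted over the list alone) and a median log2 fold change of 1.32 (adjusted p = 3.75e-12 from camera, adjusted p = 0.345 with an estimated correlation). IFI6, an antiviral membrane protein gene, rose from 289.5 ± 1.27 to 16440.6 ± 2970 normalized counts (SD, n = 2 each; log2 fold change 5.81, adjusted p = 6.88e-08 from limma). ISG15 rose from 258.7 ± 10.6 to 9495.9 ± 397 (SD, n = 2 each; 5.19, adjusted p = 2.05e-08 from limma). OAS2 had 5.56 and IFIT1 5.67. Of 30 inflammatory genes, 22 rose and 4 fell (23 and 4 adjusted over the list alone), with a median of 2.37 (adjusted p = 6.25e-05 from camera, adjusted p = 0.345 with an estimated correlation). They included the cytokine genes LIF with 5.26, IL1B with 4.87, CXCL8 with 4.17 and IL1A with 2.63, whereas the mitochondrial superoxide dismutase gene SOD2 had −1.49. Of 76 ribosomal protein genes, 69 fell and none rose (70 and 0 adjusted over the list alone), with a median of −0.83 (adjusted p = 3.75e-12 from camera, adjusted p = 0.423 with an estimated correlation). The p53 targets kept a positive median of 0.95, with 35 of 41 higher and CCNG1 and SYTL1 lower (the same adjusted over the list alone; adjusted p = 7.32e-09 from camera, adjusted p = 0.0467 with an estimated correlation). CCNG1, with −0.24, lost its call with any HU or DMSO library left out (−0.30 to −0.18), and SYTL1, with −0.30, without DMSO replicate 1 or 2 (−0.26 and −0.34) or HU replicate 2 (−0.19). Markers of some other cell types rose too, with 8 of 12 luminal genes higher and XBP1 (−1.29) lower (the same adjusted over the list alone; median 1.09, adjusted p = 0.0247 from camera, adjusted p = 0.423 with an estimated correlation; no call with a mean of at least 50, with 1.06). Of 9 fibroblast markers, 6 were higher and none lower (6 and 1 adjusted over the list alone), with a median of 1.16 (adjusted p = 0.019 from camera, adjusted p = 0.345 with an estimated correlation). The 3 gastric markers measured, ANXA10 with 5.07, MUC5AC with 4.03 and CTSE with 1.92, were all higher, also adjusted over the list alone. Other lists of cell type markers had genes on both sides and were not called, with a median of 0.73 for 16 basal genes (adjusted p = 0.052 from camera; a call under quantile normalization with 0.61, without DMSO replicate 2 with 0.83 and without HU replicate 1 with 0.81) and 0.23 for 20 genes of epidermal differentiation (adjusted p = 0.669 from camera; −0.40 without DMSO replicate 1). The 3 blood cell genes measured, too few for a set test, had a median of −1.08. Among called genes with a mean of at least 100 normalized counts and no overlap between the libraries, GJA5, a gap junction gene, had the largest increase, 9.94. PHGDH, the first enzyme of serine synthesis, fell by 4.29 on the log2 scale.

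HU + GSK591 at 6 days had lower ISGs than HU, with 28 of 83 lower and none higher (35 and 0 adjusted over the list alone) and a median of −0.31 (adjusted p = 1.68e-08 from camera, adjusted p = 0.506 with an estimated correlation). IFI6 fell with a log2 fold change of −1.16 (adjusted p = 0.00286 from limma), IFI44L had −1.18 and BST2, which tethers virus particles, −0.97. ISG15 had −0.51 and lost its call without HU replicate 1 (−0.56), HU replicate 2 (−0.47) or HU + GSK591 replicate 1 (−0.37). OAS2 had −0.84 and lost its call with any of these 4 libraries left out (−0.97 to −0.71), and IFIT1 had −0.69 (adjusted p = 0.251 from limma; −1.18 and −0.21 without HU replicate 1 and 2). The ISG median was −0.21 without HU replicate 2. Of 17 genes of antigen presentation, 12 fell and 1 rose (13 and 1 adjusted over the list alone), with a median of −0.44 (adjusted p = 6.82e-06 from camera, adjusted p = 0.506 with an estimated correlation). HLA-C had −1.01. The peptidase gene ERAP2 had 0.70, a call lost without HU replicate 1 (0.65) or either HU + GSK591 replicate (0.73 and 0.67). The antigen presentation genes were lower in GSK591 than in DMSO as well, with 14 of 17 lower and ERAP2 (1.31) higher (14 and 2 adjusted over the list alone). Their median was −0.63 (adjusted p = 0.000716 from camera, adjusted p = 0.458 with an estimated correlation), and the interaction term was not called for them (adjusted p = 0.602 from camera). Of 23 genes of cholesterol synthesis, 20 fell and none rose (22 and 0 adjusted over the list alone), with a median of −0.55 (adjusted p = 7.97e-13 from camera, adjusted p = 0.506 with an estimated correlation), such as MVD with −1.08 and DHCR7 with −0.95. Mitotic genes were lower as well, with 39 of 40 below 0, 11 called lower and none higher (17 and 0 adjusted over the list alone) and a median of −0.52 (adjusted p = 1.15e-07 from camera, adjusted p = 0.564 with an estimated correlation; −0.31 without HU + GSK591 replicate 1). Ribosomal protein genes were higher, with 11 of 76 called and none lower (1 and 0 adjusted over the list alone) and a median of 0.18 (adjusted p = 8.47e-06 from camera, adjusted p = 0.613 with an estimated correlation; 0.28 and 0.11 without HU + GSK591 replicate 1 and 2). Of 12 luminal markers, 3 fell and none rose (the same adjusted over the list alone), namely MUC1 with −1.10, KRT18 with −0.61 and KRT8 with −0.56. The luminal set had a median of −0.22 (adjusted p = 0.0446 from camera, adjusted p = 0.533 with an estimated correlation; −0.42 without HU replicate 1, and no call without HU replicate 2, with −0.15, or HU + GSK591 replicate 2, with −0.14). KRT8 lost its call without HU replicate 2 (−0.37) or either HU + GSK591 replicate (−0.61 and −0.51). All 5 nuclear-retained RNAs, a sign of RNA quality, lay above 0 with a median of 0.42 (adjusted p = 0.0398 from camera, adjusted p = 0.506 with an estimated correlation; no call without HU replicate 2, with 0.31, or HU + GSK591 replicate 1, with 0.36). Of these only SNHG12 was called, with 0.49 (0.45 and no call without HU + GSK591 replicate 1), and MALAT1 and KCNQ1OT1 were called as well when adjusted over the list alone. The complement gene CFB had −2.06, and MMP9, a matrix protease gene, 4.27. Among called genes with a mean of at least 100 normalized counts and no overlap between the libraries, CHRNA9 had the largest increase, 2.695. MMP9 did not meet that rule, and its value is less certain. Set against DMSO, a comparison added after the data had been seen, 61 ISGs were still higher in HU + GSK591 at 6 days and 7 lower (the same adjusted over the list alone), with a median of 0.84 (adjusted p = 4e-08 from camera, adjusted p = 0.549 with an estimated correlation). GSK591 without HU left the ISGs at a median of −0.02 (adjusted p = 0.52 from camera), with 18 higher and 23 lower (the same adjusted over the list alone). The p53 targets were higher in GSK591 than in DMSO, with 33 of 41 higher and none lower (35 and 0 adjusted over the list alone). Their median was 0.73 (adjusted p = 1.38e-09 from camera, adjusted p = 0.0399 with an estimated correlation), with 1.39 for CDKN1A and 1.30 for MDM2, the p53 inhibitor. An effect of GSK591 at 6 days cannot be told apart here from the state of the DMSO cultures. Their mitotic genes' share of reads was 6.0% of that at 24 hours, a comparison between separate sets of libraries.

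Genes of arginine methylation fell after 24 hours of HU, with 10 of 17 lower and none higher (10 and 1 adjusted over the list alone) and a median of −0.41 (adjusted p = 0.00605 from camera, adjusted p = 0.458 with an estimated correlation). PRMT5 itself had −0.41 (adjusted p = 0.00665 from limma, with −0.26 without HU replicate 1, and −0.25 with no call under quantile normalization), PRMT3 −0.89, PRMT6 −0.88, RIOK1, a partner of PRMT5, −0.81, and ZNF326 0.08 (adjusted p = 0.55 from limma). These are RNA values. On Western blots the paper found a similar level of PRMT5 protein in every treatment (Fig. 4E), and it reports a shift of the protein to the nucleus with HU. Of 21 Sm and LSm proteins and factors of their assembly, some of which PRMT5 methylates, 10 fell and LSM3 (0.38) and LSM4 (0.20) rose (the same counts adjusted over the list alone). LSM4 had 0.10 and no call without HU replicate 2, and no call without DMSO replicate 1 (0.18) or 2 (0.22) or with only the 4 DMSO and HU libraries. The set had a median of −0.24 (adjusted p = 0.0181 from camera, adjusted p = 0.525 with an estimated correlation; −0.12 without HU replicate 1 and −0.15 under quantile normalization, both with no call). The paper measured lower CXCL10 and IL-1α protein in the medium of HU-treated cells with GSK591, after 6 days by the legend of fig. S2B. In the RNA at 6 days CXCL10 had a log2 fold change against HU of −0.35 (adjusted p = 0.793 from limma; −0.81 to 0.11 with 1 library left out) and IL1A −0.25 (adjusted p = 0.297 from limma; −0.12 without HU + GSK591 replicate 1). At 24 hours, a time point unlike that of the protein, CXCL10 had 9.74 normalized counts in HU + GSK591 and was not tested, and IL1A had 0.49 (adjusted p = 0.53 from limma; 0.70 and a call without HU replicate 1, 0.27 without HU replicate 2, and a call with DESeq2 at 0.47).

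Of 3 annotated genes derived from endogenous retroviruses, which are not the families the paper counted, ERV3-1 on chromosome 7 rose after 24 hours of HU by 0.57 (adjusted p = 0.0318 from limma), ERVMER34-1 on chromosome 4 fell with −0.35 (adjusted p = 0.0164) and ERVK13-1 on chromosome 16 had 0.43 (adjusted p = 0.0694), with 2 higher and 1 lower adjusted over the list alone. ERV3-1 lost its call without DMSO replicate 1 (0.59), DMSO replicate 2 (0.56) or HU replicate 1 (0.35), under quantile normalization (0.18) and, with limma and DESeq2, with only the 4 DMSO and HU libraries. ERVMER34-1 lost its call without DMSO replicate 1 (−0.29) or HU replicate 1 (−0.20), under total scaling (−0.23) and with only those 4 libraries in limma. ERVK13-1 had 0.14 without HU replicate 1, and was called without HU replicate 2 (0.72), with DESeq2 (0.47) and with total scaling (0.54). In HU + GSK591 versus HU they had −0.28 (−0.06 and −0.50 without HU replicate 1 and 2), −0.21 (−0.35 and −0.06) and −0.07 (0.21 and −0.36), and none was called by limma, edgeR or DESeq2.

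The lower ISGs in HU + GSK591 than in HU at 24 hours could come from the higher ISG levels of HU replicate 2, but without that library the median was −0.11 and the set kept its call, which argues against that library as the whole source of the change in this list. That call rests on the preset correlation, as over all libraries the set had an adjusted p = 0.593 with an estimated correlation and 0.442 with fry. In the genes of the paper's heatmaps more of the change came with that library, since without it their median went from −0.33 to −0.14, IFIT1 from −0.66 to −0.07 and IFIT2 from −0.38 to −0.14, so how much it contributed stays open. Scaling between libraries is argued against, since the set kept its call and the higher of the medians under total scaling and quantile normalization was −0.16. Spread between cultures stays open with 2 libraries per group, and so does an effect of GSK591, which no further test addressed.

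Genes of low abundance were higher after 24 hours of HU, with a median of 0.56 at a mean of 10 to 100 normalized counts. More reads in the HU libraries are argued against as the source, since the same genes had a median of 0.53 in HU + GSK591 versus DMSO, where depth was no higher, and 49.3% of them lay above 0 in GSK591 versus DMSO. A uniform background of reads is argued against as well, since the median gain from DMSO to HU was 2.66 times as large for genes with a mean of 30 to 100 as for those with a mean of 10 to 30. RNA quality stays open as a source. Of 5 RNAs listed as nuclear-retained, and so as a sign of it, 4 rose in HU (median 0.62) and in HU + GSK591 (median 0.61) versus DMSO, with none called in GSK591 versus DMSO. As a set they were called neither in HU versus DMSO (adjusted p = 0.105 from camera) nor in HU + GSK591 versus DMSO (adjusted p = 0.104 from camera). The list includes SNHG12, a host gene of small nucleolar RNAs, so these RNAs cannot settle the question. A broad rise of weakly expressed genes under HU could be biological or technical, and no further test addressed it.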
